# Evaluation of TRAP-sequencing technology with a versatile conditional mouse model

**DOI:** 10.1093/nar/gkt995

**Published:** 2013-10-26

**Authors:** Mike Hupe, Minerva Xueting Li, Karin Gertow Gillner, Ralf H. Adams, Jan M. Stenman

## Abstract

Gene expression profiling of various cell lineages has provided invaluable insights into the molecular mechanisms regulating cellular development and differentiation. However, *in vivo* molecular profiling of rare and interspersed cell populations, such as endothelial cells, has remained challenging. We have generated a versatile floxed translating ribosome affinity purification (TRAP) mouse model, mCherryTRAP, for Cre-dependent translational profiling of distinct cell lineages from intact tissues. To identify cell type–specific transcripts using TRAP, the data have to be filtered to remove both background transcripts not expressed in the profiled cell type and transcripts expressed in all cell populations of the tissue/organ. Filtering has previously been achieved using transcribed RNA from the tissue/organ. Using the mCherryTRAP model, we demonstrate extensive differential expression of RNAs between the translatome and transcriptome of embryonic brains and kidneys. We evaluate the implications of these data for TRAP studies of abundant and rare cell populations. Finally, we demonstrate the applicability of the technology to study organ-specific endothelial cell differentiation.

## INTRODUCTION

Transcriptome analysis using RNA sequencing (RNA-seq) has proven an invaluable tool to better understand complex biological processes. However, many transcripts are subject to posttranscriptional regulation by, for example, microRNAs. Consequently, techniques for translatome analysis, such as ribosome profiling and translating ribosome affinity purification (TRAP), have been developed allowing complementary information about the translational status of the transcripts present in specific cell types to be determined (1–6). The TRAP technology was developed to profile genetically labeled cell populations by purifying translated RNA from intact tissues, thus bypassing the need for lengthy and possibly disruptive cell purification procedures (2). By generating multiple bacterial artificial chromosome transgenic mouse (bacTRAP) models expressing an enhanced green fluorescent protein (EGFP)-tagged ribosomal protein L10a (Rpl10a) fusion protein that incorporates into polysomes, Heiman and colleagues displayed the strengths of the technology by defining unique translational profiles for multiple neuronal cell populations (1,2). Given the large number of available Cre driver lines, the development of a conditional TRAP mouse model would greatly broaden the applicability of the technology. For maximum versatility, this model should offer spatiotemporal control of the expression of fluorescently tagged Rpl10a, driven by a ubiquitous promoter in a well-defined genetic environment.

A key concern in all transcriptome and translatome profiling studies is background RNA from the tissue/organ (7). Transcripts highly expressed in the tissue/organ will appear to be expressed in the profiled cell population even if the contaminating RNA levels are relatively low. For TRAP studies, the optimal approach to overcome this problem is to compare the translated RNA from the profiled cell type with translated RNA from the whole tissue/organ. A fold change can then be calculated for each transcript and those depleted in the cell type–specific translatome can be filtered out as background. Alternatively, those transcripts that are enriched above a certain threshold can be pursued as putative cell type–specific transcripts. Unfortunately, this approach requires the use of two Cre driver lines for activation of the TRAP construct in either the specific cell population or the whole tissue/organ. An alternative approach used in previous TRAP studies is to compare with transcribed RNA from the tissue/organ (1,2,8). However, this method rests on the assumption of little translational regulation, as the fold change for highly translated genes would otherwise be overestimated. The validity of this approach has yet to be formally evaluated.

Here, we report a versatile new tool, the *Gt(ROSA)26Sor-mCherry-Rpl10a* (mCherryTRAP) mouse allele, for studies of *in vivo* translated RNA. Furthermore, we perform an extensive analysis comparing two filtration methods, using either total transcribed RNA (as in previous TRAP studies) or translated RNA from the tissue/organ to identify transcripts enriched in specific cell types. We show that for rare cell populations (brain and kidney endothelial cells), it is reasonable to use transcribed, rather than translated, RNA. However, for abundant cell populations (such as the Emx1-lineage of the dorsal telencephalon), it is important to use translated RNA for identifying enriched transcripts. This conclusion is further supported by gene expression data from the Eurexpress database. Finally, we demonstrate the applicability of TRAP to studies of organ-specific endothelial cell differentiation.

## MATERIALS AND METHODS

### Animals and genotyping

Animal care and research protocols were in accordance with institutional guidelines, and approved by the Etiska Nämnden on animal use. For staging of embryos, the morning of vaginal plug was designated as E0.5. *Sox2Cre* (9), *Emx1Cre* (10) and Tg(Cdh5-cre/ERT2)1Rha *(Cdh5CreERT2*) (11) mice and embryos were genotyped by polymerase chain reaction (PCR) using the following primers: *Sox2Cre*-forward CTC TAG AGC CTC TGC TAA CC, *Sox2Cre*-reverse CCT GGC GAT CCC TGA ACA TGT CC, or *genericCre*-forward CAC GAC CAA GTG ACA GCA AT, *genericCre-*reverse AGA GAC GGA AAT CCA TCG CT.

To generate the *Gt(ROSA)26Sor-mCherry-Rpl10a* allele, we PCR amplified *mCherry* from mCherry-pRSET-B (provided by Roger Tsien) using the following primers: NheI-mCherry-5 AAA CCC GCT AGC GCC GCC ACC ATG GTG AGC AAG GGC GAG G and XhoI-mCherry-3 AAA CCC CTC GAG ATC TTG TAC AGC TCG TCC ATG C, and *Rpl10a* from CS-EGFP-L10A (provided by Nathaniel Heintz) using XhoI-Rpl10a-5 TCA GAT CTC GAG CTC AAG CTT and NotI-Rpl10a-3 GGG AAA GCG GCC GCC TAA TAC AGA CGC TGG GGC T. *mCherry* was digested with NheI/XhoI, *Rpl10a* with XhoI/NotI, and subcloned into then NheI/NotI sites of pBSApBpACAGftILn (12). Finally, the conditional expression construct was released with PacI and AscI, and subcloned into the PacI and AscI sites of pRosa26PAS (13). The construct was linearized and electroporated into F1 ES cells (14). Colonies were screened by PCR using the following primers: Rosa26-5armFlanking CCT AAA GAA GAG GCT GTG CTT TGG and Rosa26-SA CAT CAA GGA AAC CCT GGA CTA CTG. Positive colonies were expanded and confirmed by PCR. One targeted clone was injected into host (C57BL/6J, Jackson Laboratories) blastocysts by the Karolinska Center for Transgene Technologies, Karolinska Institutet. Mice and embryos were genotyped using the following primers: R26-mCherry-Rpl10a-forward TAC ACC ATC GTG GAA CAG TAC, R26-mCherry-Rpl10a-reverse GTA GTT CTT CAG GCT GAT CTG, R26-wt-forward GCG GAT CAC AAG CAA TAA TA and R26-wt-reverse TTT CTG GGA GTT CTC TGC TG. Tamoxifen (Sigma) was resuspended in corn oil (20 mg/ml) and administered by oral gavage before harvesting embryos.

### Histological analysis

Embryos were harvested at E14.5, fixed for 3 h in 4% paraformaldehyde, rinsed thoroughly in phosphate buffered saline (PBS), submerged in 30% sucrose, embedded in optimal cutting temperature (OCT) medium and finally frozen in a dry ice/ethanol bath. Tissue cryosections (10–12 μm) were collected on slides for histological analysis. Adult brains were removed fresh, immersion fixed in 4% paraformaldehyde in PBS overnight at 4°C and then placed in PBS with 30% sucrose for at least 72 h at 4°C before sectioning on a cryostat. The adult brains were sectioned at 30–40 μm and kept as free-floating in PBS. For immunohistochemistry, slide-mounted sections were incubated in a blocking/permeabilization solution containing 10% donkey serum and 0.25% Triton X-100 for 1 h at room temperature, followed by incubation in primary antibody solution overnight at 4°C. The sections were incubated with appropriate secondary antibodies conjugated to Alexa fluorophores for 2 h at room temperature before mounting in Immu-Mount (Thermo Scientific). The adult brain sections were stained free-floating and subsequently mounted onto slides. Confocal microscopy was performed on a Zeiss LSM510 confocal microscope. We analyzed a minimum of three embryos for each genotype. Primary antibodies used were: rat anti-CD144 (BD Biosciences, 550548, 1:500), rat anti-CD31 antibody (BD Biosciences, 553370, 1:500) and rabbit anti-dsRed antibody (Clontech, 632496, 1:500).

### Immunoblotting

Standard methods for immunoblotting were used: Tissue was homogenized in ice-cold lysis buffer [20 mM HEPES (pH 7.4), 150 mM KCl, 5 mM MgCl_2_, 0.5% Nonidet P-40 (NP-40) and protease inhibitors (Roche)] with a hand glass homogenizer. Homogenates were incubated at 4°C with end-over-end rotation for 10 min. Cellular debris were removed by centrifugation at 16 100*g* for 10 min. Proteins was supplemented with 4-fold concentrated Laemmli buffer and boiled at 95°C for 5 min. Proteins were separated by 10% sodium dodecyl sulphate-polyacrylamide gel electrophoresis, followed by transfer to nitrocellulose membranes using iBlot® Gel Transfer (Invitrogen). Membranes were blocked with 5% nonfat milk/PBS-T (PBS-0.1% Tween-20) for 1 h, washed with PBS-T and incubated in PBS-T containing 2.5% nonfat dry milk and primary antibodies as indicated overnight. After washing in PBS-T, blots were incubated with horseradish peroxidase-conjugated secondary antibody in 1% nonfat milk/PBS-T for 1 h. After washing blots with PBS-T, bands were visualized with enhanced chemiluminescence detection kit (Thermo Scientific). Antibodies were used as follows: anti-DsRed: 632496, Clontech, 1:2000 in 2.5% nonfat milk/PBS-T; anti-Rpl7: ab72550, Abcam, 1:5000 in 2.5% nonfat milk/PBS-T.

### Purification of mRNA from mCherryTRAP mice

Embryos were harvested and scored for mCherry expression using a fluorescence microscope. The brain (forebrain and part of the diencephalon) and kidneys were dissected in ice-cold PBS. Respective tissue from one to two embryos was immediately homogenized in ice-cold polysome extraction buffer [20 mM HEPES (pH 7.4), 150 mM KCl, 5 mM MgCl_2_, 0.5% NP-40, 0.5 mM dithiothreitol, 100 mg/ml cycloheximide (Sigma), protease inhibitors (Roche) and 40 U/ml recombinant RNase inhibitor (Promega)] with a hand glass homogenizer. Homogenates were incubated at 4°C with end-over-end rotation for 10 min. Subsequently, crude extracts were cleared by three centrifugation steps (2600, 8600 and 16 100*g* each for 5 min at 4°C). Anti-RFP magnetic beads (M165-9, MBL), two times washed with polysome extraction buffer, were added to the supernatant, and the mixture was incubated at 4°C with end-over-end rotation for 30 min. Beads were subsequently collected on a magnetic rack and washed four times with high-salt polysome wash buffer [20 mM HEPES (pH 7.4), 350 mM KCl, 5 mM MgCl_2_, 0.5% NP-40, 0.5 mM dithiothreitol, 100 mg/ml cycloheximide, protease inhibitors and 40 U/ml recombinant RNase inhibitor]. RNA was eluted from the beads by incubating beads in RLT buffer (Rneasy® Micro Kit, Qiagen) + 10 μl/ml β-mercaptoethanol for 5 min at room temperature. Eluted RNA was purified using RNeasy® Micro Kit (Qiagen) following the manufacturer’s instructions including in-column DNase digestion.

### Quantitative PCR

Purified RNA (20 ng) was used to produce cDNA with a Maxima® First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Scientific) following the manufacturer’s instructions. Resulting cDNA was used to perform the quantitative PCR with Platinum® SYBR® Green qPCR SuperMix-UDG (Invitrogen), with 500 nM final concentration of each primer. Cycling and quantitation were performed with ViiA^TM^ 7 Real-Time PCR System (Applied Biosystems) using the ViiA^TM^ 7 software v1.2. PCR was carried out for 2 min 50°C, 2 min 95°C, 40 cycles (15 s 95°C, 30 s 60°C), followed by a melt curve. Each replicate was assayed in triplicate. Data are normalized to *Rpl19* and presented as mean ± SEM. The following primers were used: *Cdh5*-fwd CAA TGA CAA CTT CCC CGT CT, *Cdh5*-rev CGT TTG GGG TCT GTC TCA AT, *Chd5*-fwd TCT AGC CGT CGT CGT GAC TT, *Chd5*-rev CAA CAC CGC ACC AAC TCC T, *Pecam1*-fwd AGA GAC GGT CTT GTC GCA GT, *Pecam1*-rev TAC TGG GCT TCG AGA GCA TT, *Rpl19*-fwd GGT GAC CTG GAT GAG AAG GA, *Rpl19*-rev TTC AGC TTG TGG ATG TGC TC, *Slc2a1*-fwd AAC TTC ATT GTG GGC ATG TG, *Slc2a1*-rev GAA GCG ATC TCA TCG AAG GT, *Sox3*-fwd TGG GAC CGT TGC CTT GTA CCG, *Sox3*-rev GTC CCA TTT CCG CTG CTC GGG, *Tubb3*-fwd GCG CCT TTG GAC ACC TAT T and *Tubb3*-rev TTC CGC ACG ACA TCT AGG AC.

### RNA-seq and analysis

The RNA quality was validated using the Agilent RNA 6000 Pico or Nano Kit and an Agilent 2100 bioanalyzer (Agilent Technologies, Inc.). RNA (100 ng–1 μg) was used to generate RNA-seq libraries with the TruSeq™ RNA Sample prep kit v2 kit (Illumina) following the manufacturer’s protocol. The sequencing libraries were validated using the Agilent DNA 1000 kit and Agilent bioanalyzer. All samples had an average size ∼300 bp. Equal amounts of three to four indexed sequencing libraries were pooled and diluted to a final concentration of 2 nM, and sequenced on an Illumina platform. Sequence reads were mapped against the *Mus musculus* genome assembly (Genome Reference Consortium GRCm38, UCSC version mm10) using the RUM v. 2.04 pipeline (15). Gene expression (reads per kilobase per million mapped reads, RPKM) calculations were performed using rpkmforgenes.py (16). The mm10 refGene.txt-file was downloaded from UCSC 20130114. Differential expression analysis was performed with DESeq (17). Gene ontology was performed with DAVID 6.7 (18,19). RSeQC was used for gene body read coverage analysis (20). Linear regression was performed using the scipy.stats.linregress (least-squares regression) function.

## RESULTS AND DISCUSSION

### Generation and functional validation of the mCherryTRAP mouse model

To increase the number of cell lineages amenable to TRAP, we developed the floxed mCherryTRAP mouse model. We first generated a mCherry-Rpl10a fusion protein rather than using the EGFP-Rpl10a fusion protein from previous studies, reasoning that it will offer important advantages: First, it will provide maximum compatibility with existing GFPCre and GFPCreERT2 driver lines. Second, it will allow researchers to profile two separate cell populations from the same material by taking advantage of the battery of available bacTRAP transgenic mice. The conditional expression cassette was introduced into the well-characterized *Gt(ROSA)26Sor* locus (R26 locus; Figure 1A). Robust expression and proper cellular distribution of mCherry-Rpl10a (driven by the ubiquitous CAGGS enhancer/promoter) was observed in embryonic stem cells only after Cre-mediated recombination (Supplementary Figure S1). The established mCherryTRAP mouse line was crossed with various Cre driver lines, *Cdh5CreERT2* (endothelial cells) (11), *Sox2Cre* (highly efficient recombination in all epiblast derivatives) (9) and *Emx1Cre* (dorsal telencephalon) (10) to demonstrate Cre-dependent expression of mCherry-Rpl10a in specific cell populations of embryonic day (E)14.5 (Figure 1B–G) and adult (Supplementary Figure S2) brains.

**Figure 1.**
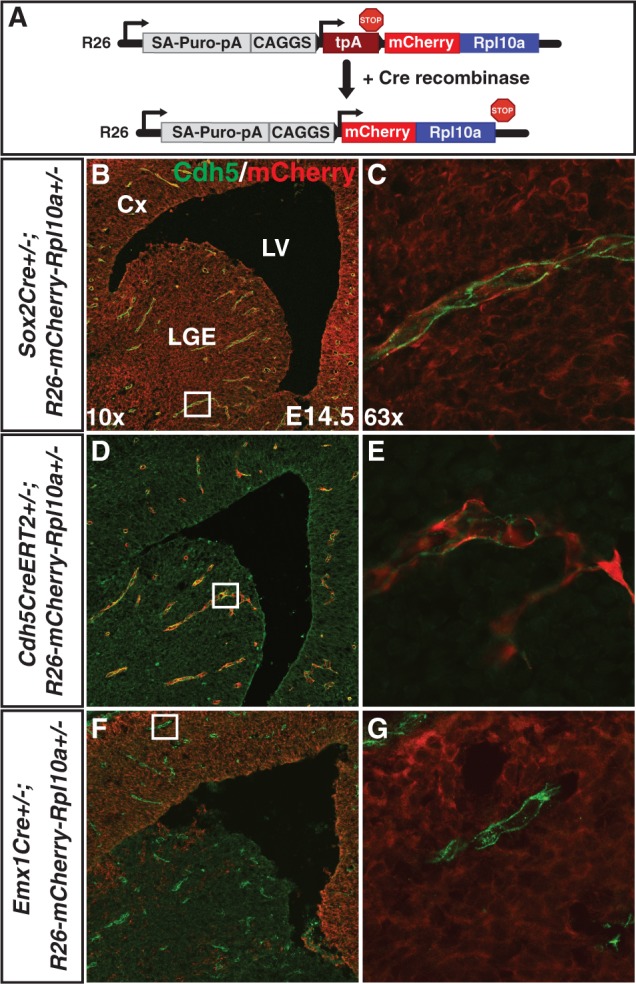
A Cre-dependent mCherryTRAP mouse model. (**A**) Schematic of the *Gt(ROSA)26Sor-mCherry-Rpl10a* allele before and after Cre mediated recombination. In the presence of Cre recombinase, the stop cassette (tpA; three SV40 polyAs) is recombined out and the ubiquitous enhancer/promoter (CAGGS) drives expression of mCherry-tagged Rpl10a. (**B–G**) Three Cre driver mouse lines were crossed with the *R26-mCherry-Rpl10a* line to specifically activate expression of *mCherry-Rpl10a* in (B and C) all cells of the embryo proper (*Sox2Cre*), (D and E) endothelial cells (*Cdh5CreERT2*) or (F and G) neural cells in the dorsal telencephalon (*Emx1Cre*) at E14.5. mCherry fluorescence (B and C) and immunofluorescence using antibodies directed against Cdh5 (green; endothelial cells) and dsRed (red; D–G) demonstrate mCherry-Rpl10a protein expression in (B and C) all cells, (D and E) endothelial cells, or (F and G) neural cells in the E14.5 telencephalon. Note that mCherry-Rpl10a protein is not detected in brain endothelial cells in *Emx1Cre+/−; R26-mCherry-Rpl10a+/−* embryos. The boxes in (B, D and F; 10× magnification) show the regions in (C, E and G; 63× magnification), respectively. Cx, Cortex; LGE, lateral ganglionic eminence; LV, lateral ventricle.

Endothelial cells constitute a rare cell population that is interspersed between other cell types, making it hard to purify and profile. To test our mCherryTRAP mouse line, *Cdh5CreERT2* was used to activate expression of the mCherry-Rpl10a fusion protein in endothelial cells. Embryos for RNA extraction were selected by visual inspection using a fluorescence microscope, and commercially available precoupled anti-RFP magnetic beads were used to immunoprecipitate polysomes and translated RNA from intact E14.5 forebrains (Supplementary Figure S3). Enrichment of brain endothelial cell markers (*Cdh5, Pecam1, Slc2a1*) and depletion of neural lineage markers (*Chd5, Sox3, Tubb3*) was consistently observed, thus demonstrating functionality of the conditional mCherryTRAP mouse model.

### Evaluation of TRAP-seq for molecular profiling of rare and abundant cell populations

In previous TRAP studies, identification of transcripts with cell type–specific expression was achieved by calculating a fold-enrichment between the translated RNA from the specific cell type and total RNA from the tissue/organ (1,2,8). To further examine the validity of the assumption of this approach, i.e. close to a one-to-one correspondence between transcribed and translated transcripts, we set out to compare the translatomes with the transcriptomes of E14.5 brains and kidneys (Figure 2A and Supplementary Figure S4A). The *Sox2Cre* driver line was used to achieve activation of the TRAP-construct in all cells of the embryo proper (9). We then dissected E14.5 forebrains and kidneys, purified both translated and transcribed RNA from each of three independent biological replicates per organ and performed Illumina RNA-seq [Supplementary Table S1; TRAP followed by RNA-seq is referred to as TRAP-seq (3)]. 

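For the Sox2Cre experiment, 12 libraries were analysed: the transcriptome (total RNA) and the translatome (RNA bound to the mCherry-tagged ribosomes) of 3 forebrain and 3 kidney tissue samples from E14.5 embryos. Each forebrain sample pooled 2 organs and each kidney sample 4, and Supplementary Table S1 lists the transcriptome and the translatome library with the same number as taken from the same tissue sample. The authors prepared the libraries with the TruSeq RNA kit, mapped the reads to the GRCm38 mouse genome with RUM and summarised them on RefSeq genes with the rpkmforgenes program. The deposited files hold, for every sample, the number of reads counted on each gene, without normalization, and the RPKM (read counts scaled by transcript length and library size). Every file lists the same 23827 rows, of which 20917 carry an mRNA accession and 2910 only noncoding accessions, and no row was filtered out. Between 43190754 and 56754015 reads were counted on genes in the brain transcriptome samples and between 30546034 and 45773518 in the brain translatome samples. In kidney, the totals were 31343319 to 51331105 reads in the transcriptome and 21760652 to 24605124 in the translatome, the lowest of all groups. From 79.4% to 81.3% of the mapped reads were counted on genes in the transcriptome samples, against 91.0% to 91.9% in the translatome samples.
The counts were compared with edgeR's quasi-likelihood test after TMM normalization for library size, with 3 translatome samples against 3 transcriptome samples of the same organ. All genes with at least 1 count in the 6 samples were tested, and p-values were adjusted by the Benjamini-Hochberg method. Each standard error of a log2 fold change is the fold change divided by the square root of the test's F statistic, and mean RPKM values are given with the SD of 3 replicates. Supplementary Table S1 also gives the sequencing run. All brain translatome libraries shared a run with brain transcriptome replicate 1, brain transcriptome replicates 2 and 3 shared a run with kidney translatome replicates 1 and 2, and the kidney transcriptome libraries shared one with kidney translatome replicate 3. Within a run, 1 of the groups to be compared has a single library, so the comparison could not be repeated within runs.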

Importantly, the reproducibility between replicates was high (Supplementary Figures S5 and S6), and similar gene body coverage profiles were obtained from the translatome and transcriptome samples (Supplementary Figure S7).

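Pearson's r of log2(RPKM + 1) across genes was computed for each pair of replicates, with genes not being independent replicates. It ranged from 0.9969 to 0.9982 in the brain transcriptome, from 0.9975 to 0.9982 in the brain translatome, from 0.997 to 0.9975 in the kidney transcriptome and from 0.9965 to 0.9968 in the kidney translatome (3 pairs per group). Between a translatome and a transcriptome sample of the same organ, r was 0.9727 to 0.9796 in brain and 0.98 to 0.9827 in kidney (9 pairs each), below every value between replicates. A pseudocount of 0.1 in place of 1 lowered the median over the 21 replicate pairs of all groups from 0.9975 to 0.9958, and keeping only genes with a mean RPKM over 1 in the pair lowered it to 0.9927. The reads along gene bodies are not in the files analysed here, so the coverage profiles were not recomputed.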

**Figure 2.**
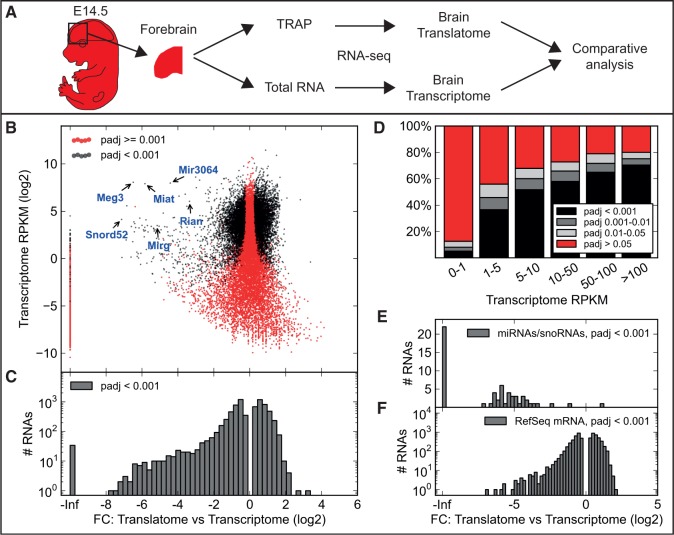
Differential expression of transcripts between the embryonic brain translatome and transcriptome. (**A**) Schematic of the experimental procedure to compare the brain translatome and transcriptome. Red color shows tissues expressing the mCherry-Rpl10a fusion protein. (**B**) Scatter plot of the fold change (FC) between translated (immunoprecipitated) and transcribed RNA from *Sox2Cre+/−; R26-mCherry-Rpl10a+/−* E14.5 forebrains versus the average RPKM value for the transcript in the brain transcriptome reveals RNA-specific differential expression. padj—adjusted *P*-value. Six noncoding transcripts are highlighted demonstrating that they all, as expected, are depleted in the brain translatome. (**C**) Histogram of the fold changes for RNAs determined to be differentially expressed, suggesting that more RNAs are weakly than highly translated. (**D**) Stacked bar chart showing the percentage of RNAs in different expression level intervals (average RPKM in the brain transcriptome) that are not significantly regulated (red) or regulated (light gray, dark gray, black). Note that by statistical analysis 72.6% of the RNAs expressed >5 RPKM are scored as differentially expressed between the translatome and transcriptome. (**E** and **F**) Histograms of the fold change for micro- (mi) and small nucleolar (sno) RNAs (E) and RefSeq mRNAs (F). miRNAs and snoRNAs are not translated and therefore depleted after TRAP. More mRNAs are weakly than highly translated.

Translated RNAs constitute a subset of the total cell RNA pool. Therefore, highly translated transcripts should be relatively more abundant in the translatome than the transcriptome, and this would thus be reflected in the number of reads and the calculated expression values. Differential expression analysis of our RNA and TRAP-seq data [using DESeq (17)] revealed significant differences between the translatome and transcriptome expression values for a large number of specific RNAs both in brain (Figure 2B–F) and kidney (Supplementary Figure S4B–F). 

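At an adjusted p under 0.001, 3625 of the 19446 transcripts tested in brain were enriched in the translatome and 3596 were depleted, with 3 samples against 3. In kidney, 2880 of 19336 were enriched and 3049 depleted. Among transcripts with a mean translatome RPKM of at least 5 and no overlap between the groups' samples, Dsp (NM_023842; GRCm38 chromosome 13, 38151294 to 38198577) had the largest enrichment in brain. Its RPKM was 8.03 ± 0.70 (SD, n = 3) in the translatome and 0.78 ± 0.14 (SD, n = 3) in the transcriptome, a log2 fold change of 3.40 (standard error 0.12, adjusted p = 6.1e-11). Rn45s (NR_046233), the ribosomal RNA precursor, followed with a log2 fold change of 2.83 (standard error 0.14, adjusted p = 7.5e-10), a value that is uncertain because its gene is present in many near-identical copies. Cltc (NM_001003908; chromosome 11, 86694351 to 86757565), which encodes the clathrin heavy chain, rose from 84.35 ± 2.85 to 351.14 ± 26.39 RPKM in brain (log2 fold change 2.09, standard error 0.07, adjusted p = 3.2e-11). In kidney the same gene had the largest enrichment, from 104.59 ± 6.04 to 615.31 ± 56.85 RPKM (log2 fold change 2.56, standard error 0.09, adjusted p = 3.4e-08), followed by Dsp, Fbn1, Hspg2 and Lama5 with log2 fold changes between 2.22 and 2.32. Across the 11760 transcripts compared in both organs, the log2 fold changes of brain and kidney correlated with a Pearson's r of 0.879 and a Spearman's rho of 0.823 across genes, which are not independent replicates.
Rpl10a (NM_011287), the ribosomal protein that carries the tag, had a log2 fold change of 0.07 in brain (standard error 0.12, adjusted p = 0.66) and of -0.47 in kidney (standard error 0.12, adjusted p = 7.7e-03). In edgeR's test with the replicate number as a block, these were 0.06 (adjusted p = 0.61) and -0.46 (adjusted p = 3.1e-08). That kidney fit set each gene's dispersion to the trend. Reads of ribosomal protein genes can be shared with near-identical processed copies, so these values are uncertain. The paired libraries of a tissue sample departed from their group means in the same direction, with a mean r across genes of 0.614 between libraries of the same number and -0.292 between libraries of different numbers in brain, and 0.755 and -0.376 in kidney. With the replicate number as a block, the largest change among the alternatives tried, 4499 transcripts were enriched and 4433 depleted in brain, and 4636 were enriched and 4860 depleted in kidney. Because that kidney fit set each gene's dispersion to the trend, its higher numbers, here and below, cannot be put down to pairing alone. From its own DESeq analysis the paper concludes that many specific RNAs differ between the translatome and the transcriptome in both organs.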

Our data show that ∼70% of the transcripts with an RPKM [0.3–1 transcripts/RPKM (21,22)] over 5 are differentially expressed between the translatome and transcriptome (Figure 2D and Supplementary Figure S4D), suggesting extensive translational regulation. 

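Of the 9851 transcripts with a mean RPKM over 5 in the brain transcriptome, 7608 differed from the translatome at an adjusted p under 0.05, a share of 77.23% (95% Wilson confidence interval 76.39% to 78.05%). In kidney the share was 75.22% (74.36% to 76.06%), or 7531 of 10012 transcripts. The interval treats genes as independent, which they are not, so it is narrower than the true uncertainty. The share was higher at higher expression, where more reads lie behind each transcript, and levelled off over 50 RPKM: in brain it went from 21.25% of the 6198 transcripts up to 1 RPKM to 71.65% of the 2282 between 5 and 10 RPKM and 82.8% of the 500 over 100 RPKM. In kidney it went from 13.05% of 6140 to 63.82% of 2142 and 83.27% of 544 in the same intervals. For weakly expressed transcripts a difference was therefore often not detectable at this depth, with totals down to 21760652 reads per sample. At the stricter adjusted p under 0.001, the shares over 100 RPKM were 68.0% in brain and 64.89% in kidney. Taking the libraries as paired by replicate number raised the shares over 5 RPKM to 81.05% in brain and 84.67% in kidney, and leaving out each sample in turn lowered them to between 73.29% and 75.9% in brain and between 70.72% and 74.11% in kidney. From a share of this size the paper proposes that translation is extensively regulated.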

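The transcript length of each gene was taken from the ratio of its count to its RPKM in the files, and the log2 fold change between translatome and transcriptome was examined in 10 groups of equal size of the RefSeq mRNAs ordered by length, among those with a mean transcriptome RPKM over 1. In brain, the group of the shortest (1237 mRNAs with a median length of 871 bases) had a median log2 fold change of 0.883, with quartiles of 0.522 and 1.165. The median fell from each group to the next, to -0.415 (quartiles -0.765 and -0.095) among the longest, with a median length of 7634 bases. In kidney it fell from 0.605 (quartiles 0.207 and 0.893) at a median length of 855 bases to -0.215 (quartiles -0.495 and 0.078) at 7496 bases. Noncoding transcripts behaved differently, since the shortest are mostly microRNAs and small nucleolar RNAs. In the group of the shortest noncoding transcripts, with a median length of 60 bases in brain and 56 in kidney, the median log2 fold change was -4.57 in brain and -3.774 in kidney.

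**Figure D1:**
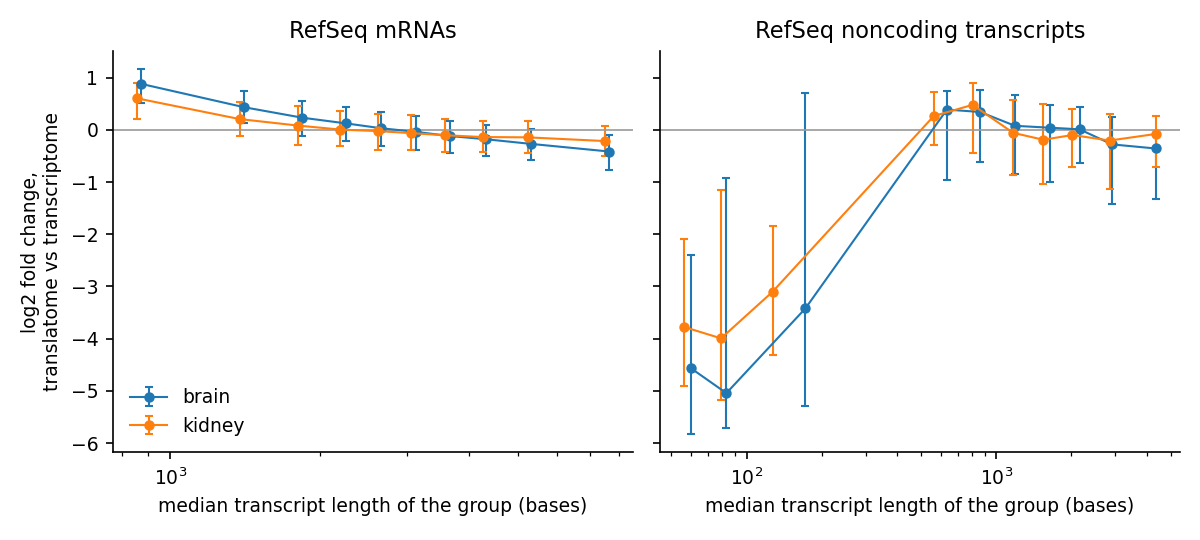
Log2 fold change between translatome and transcriptome (vertical axis) against transcript length in bases (log axis) for RefSeq mRNAs and noncoding transcripts in brain and kidney. Points are medians of 10 groups of equal size ordered by length and bars are quartiles; the mRNA medians fall from 0.883 to -0.415 in brain and from 0.605 to -0.215 in kidney, while the shortest noncoding transcripts lie far below 0.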

Consistent with previous reports, which have shown that short transcripts have higher ribosome density and correlate with higher translational activity (5,23), we found that shorter transcripts are enriched in the brain and kidney translatome (Supplementary Figure S8). 

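Over all 12914 genes with a mean RPKM over 1 in the brain transcriptome, Pearson's r between the log2 fold change and log10 transcript length was -0.0683, with a least-squares slope of -0.1819 (standard error 0.0234) and an r squared of 0.0047. Over 12882 genes in kidney, r was 0.0567, with a slope of 0.1231 (standard error 0.0191) and an r squared of 0.0032. These are correlations across genes, which are not independent replicates. With the translatome and transcriptome libraries of each tissue sample compared on the genes read in both, r was -0.3438, -0.2717 and -0.3139 in brain (SD 0.0362) and -0.1414, -0.1679 and -0.1138 in kidney (SD 0.027). The replicate block over all genes left r at -0.067 and 0.0566. The unpaired fit over the 12792 and 12768 genes read in every sample, an alternative chosen after seeing the data, gave -0.3756 and -0.203. The sign in kidney thus depends on which genes are included. Restricting the genes to those over 5 RPKM gave -0.2858 in brain and -0.0596 in kidney. Keeping only mRNA rows gave -0.4552 and -0.3003, and Spearman's rho over all genes was -0.4781 and -0.2924; both of these were also chosen after seeing the data. On mRNAs, r squared was 0.2072 in brain and 0.0902 in kidney. The paper writes that transcript length seems to predict translational activity only weakly.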

However, transcript length appears to be a weak predictor of translational activity. 

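The files list 811 noncoding rows with symbols of microRNAs, small nucleolar RNAs or small Cajal body RNAs, which were treated as one class. In brain, 362 of them had at least 1 read in the 6 samples. Of these, 64 were depleted in the translatome at an adjusted p under 0.001, 1 was enriched and 297 were not significant. All 64 were among the 135 with a mean transcriptome RPKM over 1, their median log2 fold change was -5.75, and 25 of them had no read in any translatome sample. In kidney, 327 were read, of which 58 were depleted (median log2 fold change -4.52, 12 without a read in the translatome), none was enriched and 269 were not significant. Mir3064 (NR_037224; GRCm38 chromosome 11, 106782693 to 106782759) had an RPKM of 11.65 ± 1.50 (SD, n = 3) in the brain translatome and 252.55 ± 9.26 (SD, n = 3) in the transcriptome, a log2 fold change of -4.38 (standard error 0.13, adjusted p = 1.2e-11). Snord52 (NR_028527; chromosome 17, 34950952 to 34951017) fell from 17.54 ± 0.89 to 0.12 ± 0.21 RPKM (log2 fold change -6.38, standard error 0.51, adjusted p = 1.0e-07), with no more than 61 reads in any sample. Most of the other rows had a mean transcriptome RPKM of 1 or less, and whether a depletion could have been detected in them was not tested. With the replicate block 71 were depleted in brain and 76 in kidney, and leaving out a single sample lowered the number to as few as 47 in brain and 37 in kidney. The paper takes the loss of RNAs that are not translated as evidence that the mCherryTRAP allele and the purification work.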

Furthermore, as expected, most microRNAs and small nucleolar RNAs are missing or significantly reduced in the TRAP samples (Figure 2B and E and Supplementary Figure S4E), further validating the functionality of our mCherryTRAP allele and the methodology. In addition, the long noncoding transcripts, *Meg3* (24), *Rian* (25), *Mirg* (26) and *Miat* (27) are highly enriched in the brain transcriptome (Figure 2B). 

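Meg3 (NR_027652; GRCm38 chromosome 12, 109541001 to 109571726) had an RPKM of 266.96 ± 10.14 (SD, n = 3) in the brain transcriptome and 2.69 ± 0.23 (SD, n = 3) in the translatome, a log2 fold change of -6.47 (standard error 0.08, adjusted p = 4.4e-15). Rian (NR_028261; chromosome 12, 109603940 to 109661716) and Mirg (NR_028265; chromosome 12, 109729764 to 109749460) lie downstream on the same chromosome. Rian fell from 66.52 ± 9.29 to 6.44 ± 1.93 RPKM, with a log2 fold change of -3.32 (standard error 0.16, adjusted p = 6.7e-10). Mirg fell from 11.23 ± 1.03 to 0.31 ± 0.02 RPKM, with a log2 fold change of -5.14 (standard error 0.16, adjusted p = 1.8e-11). Miat (NR_003718; chromosome 5, 112213228 to 112229395) fell from 241.62 ± 18.79 to 4.2 ± 0.32 RPKM, with a log2 fold change of -5.82 (standard error 0.09, adjusted p = 2.4e-14). For each of the 4 transcripts, every transcriptome sample lay far above every translatome sample. Leaving out each sample in turn kept the log2 fold change between -6.52 and -6.41 for Meg3 and between -3.64 and -3.17 for Rian, the most variable of the 4.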

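Of the 1955 rows with only noncoding RefSeq accessions tested in brain, 106 were enriched in the translatome at an adjusted p under 0.001 and 244 were depleted. In kidney, 57 of 1852 were enriched and 166 depleted. The enrichments were mostly moderate, with a median log2 fold change of 0.96 in brain and 0.93 in kidney. The largest in brain, 2.83, was that of the ribosomal RNA precursor Rn45s, which has many near-identical copies in the genome. Among the most highly expressed was Peg13 (NR_002864; GRCm38 chromosome 15, 72805600 to 72810324), with 113.64 ± 7.59 RPKM (SD, n = 3) in the brain translatome and 71.47 ± 1.70 (SD, n = 3) in the transcriptome (log2 fold change 0.70, standard error 0.06, adjusted p = 3.0e-07). Snhg1 (NR_002896; chromosome 19, 8723475 to 8726443), a host gene of small nucleolar RNAs, was enriched in both organs, with a log2 fold change of 0.80 in brain (standard error 0.08, adjusted p = 1.1e-06) and 0.90 in kidney (standard error 0.06, adjusted p = 1.0e-06). In kidney, Rhno1 (NR_027360; chromosome 6, 128357000 to 128362911) had 61.63 ± 0.69 RPKM in the translatome and 42.59 ± 2.08 in the transcriptome (log2 fold change 0.49, standard error 0.04, adjusted p = 4.8e-06), and GENCODE vM21 lists it as protein coding. Fitting the libraries as pairs of the same tissue sample raised the number most, to 160 in brain and 150 in kidney. From the enrichment the paper proposes that such transcripts are coding mRNAs.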

Interestingly, 85 RefSeq noncoding transcripts appear to be enriched in the translated RNA from the brain (60 in the kidney), suggesting that they are coding mRNAs (Supplementary Figure S9). 

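Of the 6871 RefSeq mRNAs that differed between the brain translatome and transcriptome at an adjusted p under 0.001, 6635 (96.57%) changed by no more than 4-fold. Of the rest, 7 were enriched and 229 depleted by more than 4-fold. In kidney, 5596 of 5706 (98.07%) were within 4-fold, with 9 enriched and 101 depleted beyond it. Enriched and depleted mRNAs were about equally frequent, 3519 against 3352 in brain and 2823 against 2883 in kidney, a balance that the normalization partly sets. The caption of the paper's Figure 2F describes weak translation as more frequent among mRNAs than high translation. In brain that held here beyond 4-fold but not over all differing mRNAs. The median absolute log2 fold change was 0.687 in brain and 0.59 in kidney. Among the alternatives, DESeq2 moved the brain share most, to 97.07%, and a single fit of all 21 samples moved the kidney share most, to 97.61%. The paper reasons from this spread that a fold change against the transcriptome of the whole organ can be off by up to 4-fold for many transcripts.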

Most RefSeq mRNAs are moderately enriched or depleted (±4-fold change; Figure 2F and Supplementary Figure S4F), suggesting that filtering TRAP-seq data obtained from distinct cell populations with transcribed RNA obtained from the whole tissue/organ is likely to result in fold change values with up to a 4-fold error for many transcripts. As the theoretical maximum fold change values is lower for transcripts in abundant cell types, we predict more difficulties identifying transcripts specifically enriched in such cell populations.

To further test this prediction, *mCherry-Rpl10a* was activated in three cell populations: brain and kidney endothelial cells (*Cdh5CreERT2*) and the Emx1-lineage in the dorsal telencephalon (*Emx1Cre*). The brain and kidney endothelial cell populations are rare in relation to the total number of cells in the organs in which they are found. In contrast, the Emx1-positive cell lineage is an abundant cell population in the telencephalon with a maximum theoretical fold change only around two. Forebrains and kidneys were dissected from fluorescent embryos, and the affinity purified RNA was sequenced (Figures 3A and 4A and Supplementary Figure S10A). 

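For the cell type-specific translatomes, 9 libraries were analysed, each from RNA bound to mCherry-tagged ribosomes of E14.5 embryos: 3 from forebrain and 3 from kidney endothelial cells (EC; Cdh5CreERT2) and 3 from forebrains with the tag in the Emx1-lineage (Emx1Cre). Each forebrain sample pooled 2 organs and each kidney EC sample 6. The authors processed the reads as for the Sox2Cre samples and deposited the same raw counts and RPKM per gene. The total counts were 53530594 to 62482261 reads in the brain EC samples, 33237550 to 45166528 in the kidney EC samples and 31682609 to 79231692 in the Emx1-lineage samples. The 10 genes with the most reads took 7.63% to 8.32% of the counts in kidney EC, against 2.67% to 4.71% in all brain groups, a difference in composition that TMM normalization is meant to correct.
Each cell type was compared with the translatome and with the transcriptome of its organ in separate edgeR fits of 6 samples, and a transcript was called enriched at an adjusted p under 0.001, a log2 fold change above 0 and a mean RPKM over 1 in the organ reference. The tissue samples of the cell types are not those of the references, so equal replicate numbers do not mark pairs. Libraries with the same number were little more alike than others, with a mean r across genes between -0.062 and 0.15, the highest for the Emx1-lineage and the brain transcriptome (-0.077 for different numbers), and a replicate block was run only as an alternative; with it, 2785 transcripts were enriched in brain EC by both comparisons, against 2896 without it. In Supplementary Table S1 the brain EC, kidney EC and Emx1-lineage libraries each have a sequencing run of their own, apart from the organ references, so the run and the cell type cannot be told apart.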

Again, a high reproducibility between the biological replicates was found (Supplementary Figures S5 and S6). 

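Between the 3 replicates of a cell type, Pearson's r of log2(RPKM + 1) across genes was 0.9971 to 0.9982 for brain EC, 0.9966 to 0.9978 for kidney EC and 0.9986 to 0.9992 for the Emx1-lineage. Against the translatome of the same organ, r was 0.9269 to 0.9341 for brain EC, 0.961 to 0.9669 for kidney EC and 0.9856 to 0.9873 for the Emx1-lineage (9 pairs of samples each). Against the transcriptome it was lower in each case, at 0.91 to 0.918, 0.9484 to 0.955 and 0.9693 to 0.973. Replicates thus differed less from each other than from either reference, and the Emx1-lineage was the closest to its references. Across all 7 groups, the median of the 21 replicate pairs fell from 0.9975 to 0.9927 when only genes with a mean RPKM over 1 in the pair were kept.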

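At a fold change over 2, 1946 transcripts were enriched in brain EC against the brain translatome and 2209 against the transcriptome; in kidney EC the numbers were 1028 and 1485. Among transcripts with at least 5 RPKM in the endothelial cells and no overlap between the groups' samples, Egfl8 (NM_152922; GRCm38 chromosome 17, 34613349 to 34615971) had the largest enrichment in brain EC against the translatome, with an RPKM of 96.21 ± 15.27 (SD, n = 3) in brain EC and 1.08 ± 0.09 (SD, n = 3) in the translatome (log2 fold change 6.77, standard error 0.14, adjusted p = 6.4e-13). Against the transcriptome, Dsp had the largest, with 96.20 ± 23.14 RPKM in brain EC and 0.78 ± 0.14 in the transcriptome (log2 fold change 7.29, standard error 0.22, adjusted p = 1.1e-11). Dsp already had 8.03 RPKM in the whole brain translatome, a log2 fold change of 3.40 over the transcriptome. Part of its value is thus a difference between translatome and transcriptome. In kidney EC, B3gnt3 (NM_028189; chromosome 8, 71690756 to 71701789) stood highest in both comparisons, with 5.19 ± 2.39 RPKM in kidney EC and 0.23 ± 0.12 in the translatome (log2 fold change 4.85, standard error 0.42, adjusted p = 2.7e-06), and a log2 fold change of 5.64 against the transcriptome (standard error 0.42, adjusted p = 1.7e-06). Among abundant transcripts, Hspg2 (NM_008305; chromosome 4, 137468769 to 137570630) rose from 54.16 ± 2.82 RPKM in the kidney transcriptome to 1189.84 ± 57.70 in kidney EC (log2 fold change 4.89, standard error 0.12, adjusted p = 8.8e-10). The same holds in part for Hspg2, which had 254.55 RPKM in the whole kidney translatome (log2 fold change 2.23 over the transcriptome). Requiring an RPKM over 5 in the organ reference lowered the brain EC numbers at a fold change over 2 to 1101 and 1392. Total counts without composition correction lowered those of kidney EC to 671 and 798.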

A differential expression analysis comparing the cell type–specific RNA with both the transcribed and translated RNA previously obtained from E14.5 forebrains and kidneys demonstrated that many transcripts are strongly enriched in brain (Figure 3B and C) and kidney (Supplementary Figure S10B and C) endothelial cells. 2800 transcripts expressed >1 RPKM were by statistical analysis identified as enriched in brain endothelial cells by both filtration methods. 

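In the re-analysed counts, 2896 transcripts were enriched in brain EC by both filtration methods, out of 4293 enriched against the brain transcriptome and 3828 against the brain translatome. The shared transcripts made up 67.5% of the first list and 75.7% of the second, and 932 transcripts were enriched against the translatome only. With total counts in place of TMM normalization the number in both fell to 1974, and it fell furthest, to 1937, with a minimum RPKM of 5 in the organ reference.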

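In brain EC, 1397 transcripts were enriched against the transcriptome and not in the translatome-filtered list. Their median log2 fold change was 0.69 against the transcriptome and 0.04 against the translatome. Of these, 49 were above the translatome at an adjusted p under 0.001 but missed its RPKM minimum of 1. Across the 9 fits that each left out one replicate, the number ranged from 1105 to 1694, with a reference sample missing from 6 of them and a brain EC sample from 3. In kidney EC, 2101 transcripts were enriched by both methods and 1954 against the transcriptome only. Of the 4055 enriched against the kidney transcriptome, 51.8% were shared.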

However, 1455 transcripts were only identified when filtering with the brain transcriptome. The majority of these transcripts were not significantly regulated when compared with the brain translatome, and some were even significantly depleted (Figure 3D and E; kidney endothelial cells; Supplementary Figure S10D and E). 

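Of the 1397 transcripts enriched in brain EC against the transcriptome only, 1126 were not significant against the brain translatome and 222 were depleted. The remaining 49 were enriched below the RPKM minimum. Of the 1954 in kidney EC, 1835 were not significant against the kidney translatome, 111 were depleted and 8 were enriched below the minimum. The median log2 fold change of the 1954 was 0.64 against the transcriptome and 0.09 against the translatome. The number of depleted transcripts depended on the fit and on the samples. It was 339 in brain EC and 220 in kidney EC under DESeq2, and 341 and 239 in a single fit of all 21 samples. With each replicate left out in turn, it ranged from 131 to 215 in brain EC and from 31 to 80 in kidney EC.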

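In the Emx1-lineage, 55 transcripts with a mean RPKM over 1 in the reference had a fold change over 2 against the brain translatome at an adjusted p under 0.001, and 981 had one against the brain transcriptome. The 1679 transcripts enriched against the translatome had a median log2 fold change of 0.4, and the 4771 enriched against the transcriptome one of 0.64. Against the transcriptome, the corresponding median was 1.03 in brain EC and 0.81 in kidney EC. Emx1 (NM_010131; GRCm38 chromosome 6, 85187438 to 85204462) had 95.79 ± 5.85 RPKM (SD, n = 3) in the Emx1-lineage, 51.18 ± 3.32 (SD, n = 3) in the brain translatome and 41.46 ± 1.78 (SD, n = 3) in the transcriptome. Its log2 fold change was 0.96 against the translatome (standard error 0.06, adjusted p = 5.1e-09) and 1.37 against the transcriptome (standard error 0.05, adjusted p = 4.5e-12). The number over 2-fold was lowest against the translatome with a minimum of 5 RPKM, at 36, and lowest against the transcriptome with fold changes taken from mean RPKM, at 598. The paper had predicted such small values from the abundance of the lineage in the telencephalon.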

In contrast and as predicted, almost no transcripts exhibit a fold change higher than two in the telencephalic Emx1-lineage (Figure 4B and C). Of the 4589 transcripts identified as enriched in the telencephalic Emx1-lineage when filtering with the brain transcriptome, only 897 transcripts were also identified by the translatome filtration method (Figure 4D and E).

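Against the brain transcriptome, 4771 transcripts were enriched in the Emx1-lineage, of which 1072 (22.5%) were also enriched against the brain translatome. Of the other 3699, 3489 were not significant against the translatome, 207 were depleted and 3 were enriched below its RPKM minimum. Their median log2 fold change was 0.63 against the transcriptome and 0.05 against the translatome. A further 607 transcripts were enriched against the translatome only. The number enriched in both was sensitive to the processing: it was 635 with total counts in place of TMM normalization, 668 in a single fit of all 21 samples and 1264 with DESeq2. At a median log2 fold change of 0.4 against the translatome, many of these enrichments are small, and the 3 samples per group leave their number uncertain.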

**Figure 3.**
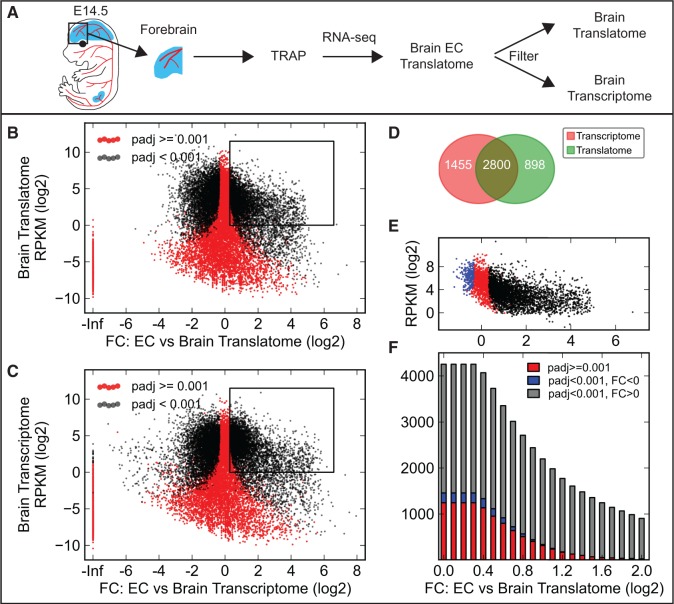
Evaluation of TRAP-seq by molecular profiling of brain endothelial cells. (**A**) Schematic of the experimental procedure to profile brain endothelial cells. Two methods for identifying cell type–specific transcripts are compared, using either translated or transcribed RNA from the forebrain. Red color shows tissues expressing the mCherry-Rpl10a fusion protein. (**B** and **C**) Scatter plots of the fold change (FC) between immunoprecipitated endothelial cell (EC) RNA from E14.5 *Cdh5CreERT2+/−; R26-mCherry-Rpl10a+/−* forebrain and translated (B) or transcribed (C) RNA from the entire E14.5 *Sox2Cre+/−; R26-mCherry-Rpl10a+/−* forebrain versus the average RPKM value for the transcript in the translatome (B) or transcriptome (C). Many transcripts are strongly enriched (positive fold change) in brain endothelial cells. (**D**) Venn diagram showing the number of RNAs identified as enriched in brain endothelial cells compared with the brain translatome (box in B) or transcriptome (box in C) RNA (only RNAs >1 RPKM). (**E**) All RNAs identified as brain endothelial cell enriched in the comparison with brain transcriptome (C) were plotted using the fold change value obtained in the comparison with translatome RNA (B). Several RNAs were predicted by the transcriptome comparison to be enriched in endothelial cells, while in fact not significantly regulated (red, 1242 genes) or even reduced (blue, 213 genes). (**F**) A gradually increasing FC threshold was applied to the set of RNAs predicted to be enriched in brain endothelial cells by the transcriptome comparison, and the number of RNAs that were (gray) or were not (red and blue) enriched also in the translatome comparison were quantified (see also Supplementary Figure S11).

**Figure 4.**
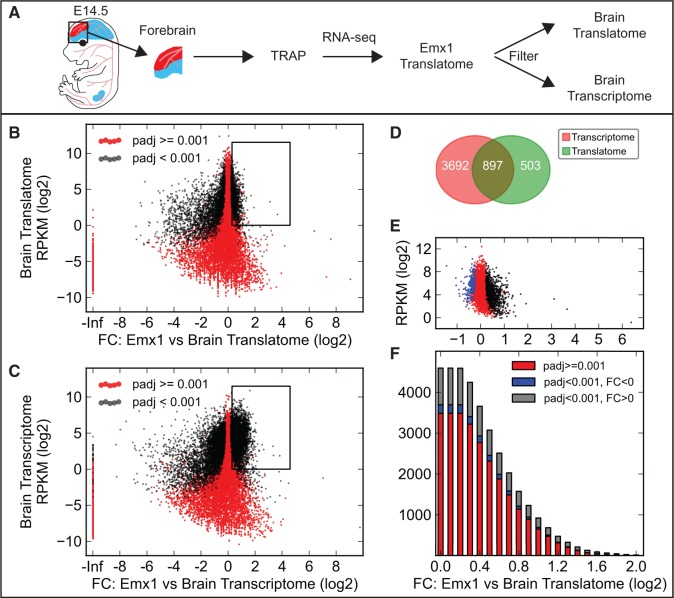
Evaluation of TRAP-seq by molecular profiling of the Emx1-lineage in the dorsal telencephalon. (**A**) Schematic of the experimental procedure to profile the Emx1-lineage in the dorsal telencephalon. Two methods for identifying cell type–specific transcripts are compared, using either translated or transcribed RNA from the forebrain. Red color shows tissues expressing the mCherry-Rpl10a fusion protein. (**B** and **C**) Scatter plots of the fold change (FC) between immunoprecipitated dorsal telencephalon (Emx1) RNA from E14.5 *Emx1Cre+/−;R26-mCherry-Rpl10a+/−* forebrains and translated (B) or transcribed (C) RNA from the entire E14.5 *Sox2Cre+/−;R26-mCherry-Rpl10a+/−* forebrain versus the average RPKM value for the transcript in the translatome (B) or transcriptome (C) RNA. Note that fewer genes are predicted to be enriched in the Emx1-positive dorsal telencephalon in (B) than in (C). (**D**) Venn diagram showing the number of RNAs identified as enriched in Emx1 cells compared with the translatome (box in B) or transcriptome (box in C) RNA (only RNAs >1 RPKM). (**E**) All RNAs identified as Emx1-cell lineage enriched in the comparison with the brain transcriptome (C) were plotted using the fold change value obtained in the comparison with translatome RNA (B). A majority of the genes that were predicted to be enriched by the transcriptome comparison were in fact not significantly regulated (red, 3485 genes) or even reduced (blue, 207 genes) in the translatome comparison. (**F**) A gradually increasing FC threshold was applied to the set of RNAs predicted to be enriched in Emx1-positive cells of the dorsal telencephalon by the transcriptome comparison, and the number of RNAs that were (gray) or were not (red and blue) enriched also in the translatome comparison were quantified (see also Supplementary Figure S11).

The number of transcripts scored as differentially expressed between the translatome and transcriptome of E14.5 brains (and kidneys) decrease when increasing the required minimum fold change value (Figure 2 and Supplementary Figure S4). In fact, we identified few transcripts with fold change values higher than four. 

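Among the 12914 genes with a mean RPKM over 1 in the brain transcriptome, 251 (1.94%) differed from the translatome by more than 4-fold at an adjusted p under 0.001, of which 249 were depleted and 2 enriched. They comprised 128 mRNAs and 123 noncoding transcripts. In kidney the number was 169 of 12882 (1.31%), with 161 depleted and 8 enriched, 68 of them mRNAs. Depleted transcripts thus made up nearly all of the large differences. All differences together were almost balanced in direction, but normalization sets the centre of the fold changes, so this balance is no separate result. With total counts in place of TMM normalization, 3453 transcripts were enriched and 3772 depleted in brain. One fit of all 21 samples gave 264 in brain, and in kidney the replicate block, with tissue samples as pairs, gave 189 and leaving out a single sample gave as few as 144.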

This suggests that focusing only on the cell type enriched transcripts with high fold change values will increase the specificity of the transcriptome filtering method. To test this hypothesis, we first identified all brain (and kidney) endothelial cell or Emx1-lineage transcripts with fold change values against the transcriptome above specific thresholds. We then asked what fold changes these transcripts exhibited when compared with the tissue translatome and whether these were statistically significant (Figures 3F and 4F and Supplementary Figures S10F and S11). 

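With a fold change over 4 against the brain transcriptome, an adjusted p under 0.001 and a mean RPKM over 1 in the reference, 905 transcripts were identified in brain EC, and 459 in kidney EC by the same rule. Against the organ translatomes, 858 and 363 transcripts passed these thresholds. Requiring 5 RPKM in the reference had the largest effect and left 414 in brain EC and 285 in kidney EC. Asking for 1 RPKM in the endothelial cells in place of the reference gave 1344 and 605.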

For brain endothelial transcripts with a fold change higher than four, 903 transcripts were identified by the transcriptome comparison. Merely 23 of these transcripts were not significantly upregulated in the translatome comparison (kidney endothelial cells: 6 of 455). 

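Of the 905 brain EC transcripts with a fold change over 4, 19 (2.1%) were not in the list enriched against the brain translatome, and of the 459 kidney EC transcripts, 5 (1.1%) were not. None of these transcripts was depleted against the translatome. Without a fold change threshold, the shares were 32.5% of 4293 in brain EC and 48.2% of 4055 in kidney EC, and at a fold change over 2 they were 13.9% of 2209 and 19.0% of 1485. All 19 in brain EC were in fact above the translatome but had a mean translatome RPKM of 1 or less: without an RPKM minimum in the translatome comparison, an alternative chosen after seeing the data, the number was 0, while kidney EC kept 5. With the minimum of 1 RPKM applied to the endothelial cells, the numbers were 8 and 20. From the few translatome to transcriptome differences over 4-fold, the paper had proposed that a high threshold makes the transcriptome filter more specific.

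**Figure D2:**
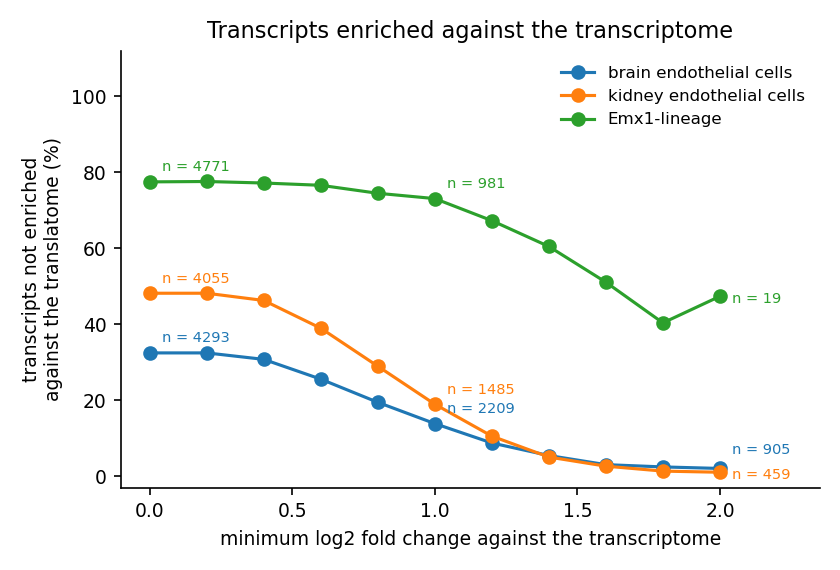
Share of the transcripts enriched against the transcriptome that were not in the translatome-filtered list (vertical axis, percent) against the minimum log2 fold change required (horizontal axis), for brain endothelial cells, kidney endothelial cells and the Emx1-lineage; the number of transcripts is given at thresholds of 0, 1 and 2. At a fold change over 4 the share falls to 2.1% and 1.1% in the endothelial cells, and from 77.5% to 47.4% in the Emx1-lineage.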

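In the Emx1-lineage, 19 transcripts had a fold change over 4 against the brain transcriptome, and 9 of them (47.4%) were not in the translatome-filtered list. None of the 9 was depleted against the translatome. With so few transcripts the share is imprecise: leaving out each replicate in turn gave 16 to 21 transcripts, of which 5 to 10 were not in the list. With the minimum of 1 RPKM applied to the Emx1-lineage in place of the reference there were 38 transcripts, the furthest from 19, while fold changes taken from mean RPKM left 9, of which 1 was not in the list.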

However, for the Emx1-lineage, only 18 genes were identified by the transcriptome comparison, and 8 of these were not significantly upregulated in the translatome comparison. 

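As the required fold change against the transcriptome rose from none to 2 and 4, the number of Emx1-lineage transcripts fell from 4771 to 981 and 19. The share not enriched against the translatome went from 77.5% to 73.1% and 47.4%, with a lowest value of 40.4% at a log2 fold change of 1.8, where 47 transcripts remained. In brain EC, the same steps left 2209 and 905 of 4293 transcripts, and the share fell from 32.5% to 13.9% and 2.1%. At a log2 fold change of 1.6 the Emx1-lineage had 92 transcripts, of which 51.1% were not in that list, and brain EC had 1243, of which 3.1% were not. Under the RPKM minimum in the profiled cell type, the Emx1-lineage had 38 transcripts over 4-fold with 14 not in the list. The paper reasons from this contrast that a higher threshold costs the abundant lineage most of its transcripts and gains little specificity.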

Thus, increasing the fold change has dramatically reduced the sensitivity without a major improvement of the specificity. 

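The overlap of the filtered lists differed between the cell types. At a fold change over 4 against the transcriptome, 886 of 905 brain EC transcripts and 454 of 459 kidney EC transcripts were also in the translatome-filtered list, compared with 10 of 19 in the Emx1-lineage. Without a threshold, 67.5% of the transcriptome-filtered list of brain EC, 51.8% of that of kidney EC and 22.5% of that of the Emx1-lineage were shared. The difference between the cell types was not itself tested, since each list comes from its own fits. When total counts replaced TMM normalization, the number shared in kidney EC went from 2101 to 1077. The paper argues from the similar gene sets that the organ transcriptome is a sufficient reference for rare cell populations.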

Interestingly, this means that for rare cell populations, such as brain and kidney endothelial cells, transcript filtration can be performed using the tissue/organ transcriptome as the gene sets identified using both methods are similar. However, for more abundant cell populations, our data suggest that the translatome filtering approach should be used.

To provide further experimental validation in support of our claim, we used the digital transcriptome atlas Eurexpress [www.eurexpress.org (28)], which documents the gene expression pattern of thousands of genes at E14.5. 

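Transcripts with a fold change over 2 and an adjusted p under 0.001 were ranked by mean RPKM in the Emx1-lineage, without an RPKM minimum in the reference. Against the translatome 101 transcripts passed and against the transcriptome 1120. The 25 highest expressed against the translatome had 32.1 to 483.1 RPKM, and 20 of them are in Supplementary Table S2; Fezf2, Rpl29, Rps18, Sox5 and Prdm8 are not. The 25 highest expressed against the transcriptome had 435.8 to 5346.5 RPKM, and 24 of them are in Supplementary Table S3, all but D0H4S114. Of the latter 25, 4 were also enriched against the translatome at an adjusted p under 0.001, and their log2 fold changes against the translatome ran from -0.361 to 1.213. In the comparison of the brain translatome with the brain transcriptome, 24 of these 25 were enriched in the translatome, against 7 of the 25 selected by the translatome. In the first list, Rpl29, Rps18, Hmgn2 and AA465934 had log2 fold changes of 7.62, 6.31, 3.65 and 3.11 against the translatome, and all others were at most 1.713. The values of Rpl29, Rps18 and Hmgn2 are uncertain because near-identical copies of these genes in the genome can share their reads. With DESeq2, 23 and 25 transcripts were shared with the supplementary tables. The in situ patterns of the atlas are not in the files analysed here.

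**Figure D3:**
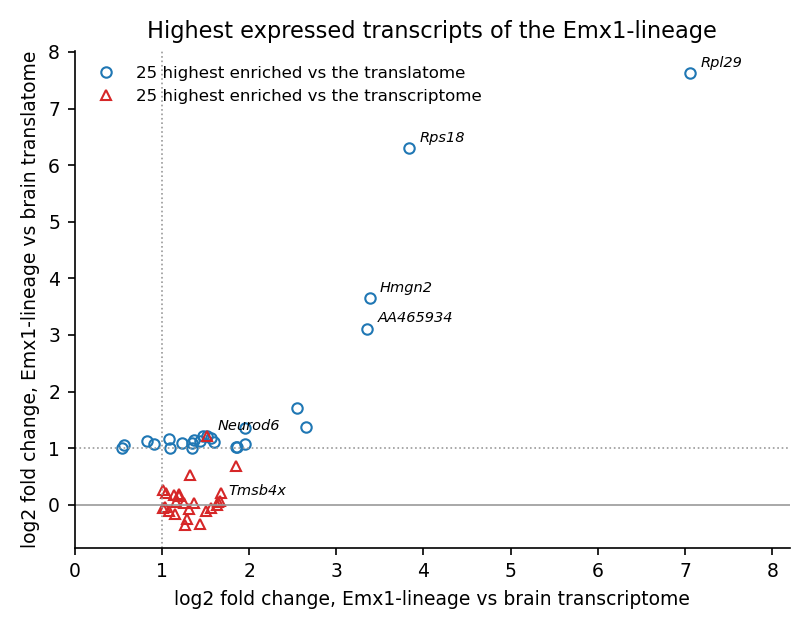
Log2 fold change of the Emx1-lineage against the brain translatome (vertical axis) and against the brain transcriptome (horizontal axis) for the 25 highest expressed transcripts enriched against each reference; dotted lines mark a fold change of 2. The transcripts selected with the transcriptome lie between -0.361 and 1.213 on the vertical axis, while those selected with the translatome all lie above 1.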

We examined the expression pattern of the 25 highest expressed transcripts identified as enriched in the Emx1-lineage using either the transcriptome or the translatome filtering approach (fold change >2). We found that 13 of the transcripts identified as enriched compared with the translatome were clearly enriched in the Emx1-lineage, seven were not enriched or were inconclusive and five were not present in the database (Figure 5 and Supplementary Figure S12 and Supplementary Table S2). However, only one of the transcripts identified after transcriptome filtering was clearly enriched in the dorsal telencephalon, and the rest were either not enriched or inconclusive (Figure 5 and Supplementary Figure S13 and Supplementary Table S3). Thus, we conclude that for the more abundant cell populations, the tissue/organ translatome should be used.

**Figure 5.**
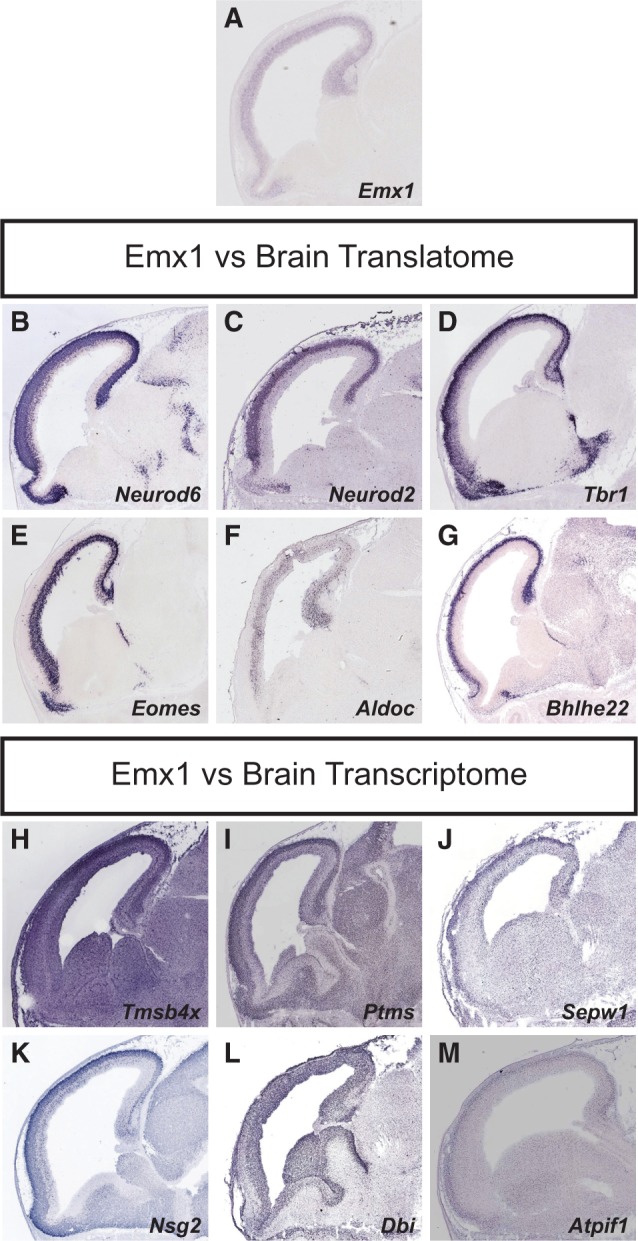
Gene expression pattern of the top six highest expressed transcripts identified as enriched in the Emx1-lineage versus the brain translatome or transcriptome. E14.5 gene expression data from Eurexpress (used with permission) is shown for *Emx1* (**A**) and the top 6 highest expressed genes identified as enriched in the Emx1-lineage versus the brain translatome (**B–G**) or transcriptome (**H–M**) with a fold change >2 (adjusted *P* < 0.001). Note that the *Emx1 in situ* only shows current expression (A), and that the Emx1-lineage also includes cells that historically have expressed *Emx1*. All six transcripts identified as enriched in the Emx1-lineage versus the brain translatome are clearly enriched in the dorsal telencephalon (B–G). In contrast, all six transcripts identified as enriched in the Emx1-lineage versus the brain transcriptome are not enriched in the dorsal telencephalon or are inconclusive (H–M). See also Supplementary Figures S12 and S13.

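Of the genes shown in panels B to G, Neurod6 (NM_009717; GRCm38 chromosome 6, 55677822 to 55681263) had the highest expression, with 483.13 ± 29.64 RPKM (SD, n = 3) in the Emx1-lineage and 216.52 ± 8.36 (SD, n = 3) in the brain translatome (log2 fold change 1.21, standard error 0.05, adjusted p = 1.9e-10). Neurod2 (chromosome 11, 98325415 to 98329648) had 250.07 ± 9.18 and 122.46 ± 2.25 RPKM (log2 fold change 1.08, standard error 0.05, adjusted p = 9.7e-11). Tbr1 (chromosome 2, 61802930 to 61814114) had 182.34 ± 3.36 and 86.46 ± 5.05 RPKM (log2 fold change 1.13, standard error 0.05, adjusted p = 1.3e-10). Eomes, Aldoc and Bhlhe22 had log2 fold changes of 1.16, 1.08 and 1.11, with standard errors of 0.05, 0.04 and 0.06. All 6 were also enriched against the transcriptome, with log2 fold changes from 0.90 for Aldoc to 1.59 for Bhlhe22. Across the fits that each left out one sample, the lowest of their log2 fold changes against the translatome was 1.05, for Bhlhe22.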

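The genes in panels H to M had log2 fold changes of 1.05 to 1.85 against the brain transcriptome and much smaller ones against the brain translatome. Tmsb4x (NM_021278; GRCm38 chromosome X, 167207093 to 167209315) had 5346.50 ± 456.05 RPKM (SD, n = 3) in the Emx1-lineage, 1916.53 ± 176.70 (SD, n = 3) in the transcriptome and 5340.21 ± 290.32 (SD, n = 3) in the translatome. Its log2 fold change was 1.64 against the transcriptome (standard error 0.07, adjusted p = 2.1e-11) and 0.06 against the translatome (standard error 0.06, adjusted p = 0.51). Ptms and Atpif1 did not differ detectably from the translatome either, with log2 fold changes of 0.05 (standard error 0.07, adjusted p = 0.55) and -0.05 (standard error 0.06, adjusted p = 0.50). Sepw1 was lower than in the translatome, with 930.35 ± 64.32 against 1221.47 ± 69.10 RPKM (log2 fold change -0.34, standard error 0.06, adjusted p = 2.5e-04). Nsg2 had a log2 fold change of 0.21 against the translatome (standard error 0.06, adjusted p = 6.0e-03) and Dbi one of 0.68 (standard error 0.05, adjusted p = 8.6e-08). Leaving out one sample at a time moved the value of Atpif1 between -0.11 and 0.02.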

We wanted to determine how the TRAP method compares with other profiling techniques. Therefore, we compared our brain endothelial cell translational profile with published transcriptional profiles obtained by mouse thiouracil (TU) tagging (29) or fluorescence-activated cell sorting (FACS) (30). Thirteen positive control genes were selected for validation (29,30). 

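The TRAP column of Table 1 was recomputed as the mean RPKM of brain EC divided by the mean RPKM of the brain transcriptome, with an SD from the 3 brain EC replicates. The 13 ratios had a median of 22.1 and ranged from 15.4 for Kdr to 33.9 for Cd34. Cd34 (NM_133654; GRCm38 chromosome 1, 194938819 to 194961279) had 585.67 ± 26.73 RPKM (SD, n = 3) in brain EC and 17.29 ± 1.23 (SD, n = 3) in the transcriptome, a ratio of 33.87 ± 1.55. Kdr (NM_010612; chromosome 5, 75932827 to 75978458) had 206.45 ± 9.46 and 13.43 ± 1.30 RPKM, a ratio of 15.37 ± 0.70. For Cdh5 (NM_009868; chromosome 8, 104101625 to 104144511) the ratio was 24.67 ± 1.50, for Pecam1 (chromosome 11, 106654217 to 106750628) 29.97 ± 1.41 and for Tie1 (chromosome 4, 118471191 to 118490061) 32.31 ± 0.41. The SD among brain EC replicates had a median of 1.0, but it leaves out the spread of the transcriptome replicates. With each replicate of either group left out in turn, the ratio ran from 30.8 to 35.42 for Tie1 and from 14.93 to 16.28 for Kdr. The range among the genes is wider than these. In edgeR's test, all 13 genes were enriched against the transcriptome, with log2 fold changes of 4.28 for Kdr to 5.42 for Cd34 and a largest adjusted p = 4.4e-12. Taking 2 to the power of edgeR's log2 fold change, which corrects for the composition of the libraries, raised the median ratio most, to 29.8. With the brain translatome as reference the median was 19.5 (12.7 to 23.5), lower than with the transcriptome for 10 of the 13 genes. The values for TU tagging and FACS come from other studies, and their data are not in the files analysed here. The paper compares its ratios with those of the other methods to conclude that TRAP compares well with FACS.

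**Figure D4:**
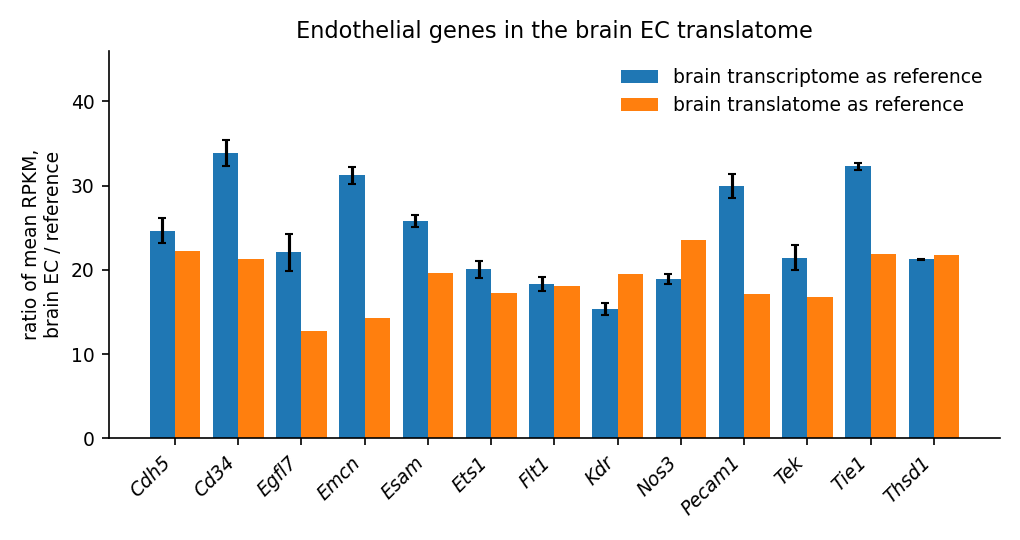
Ratio of the mean RPKM of brain endothelial cells to that of the brain transcriptome or the brain translatome (vertical axis) for the 13 genes of Table 1 (horizontal axis); bars start at 0 and error bars, drawn for the transcriptome only, are the SD of 3 brain EC replicates. Ratios run from 15.4 to 33.9 with the transcriptome and from 12.7 to 23.5 with the translatome as reference.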

Importantly, TRAP is performing favorably with FACS (Table 1). TU tagging identifies fewer transcripts, and the fold enrichments were much weaker. However, TU tagging is complementary to other transcriptional and translational profiling methods as it isolates cell type–specific nascent RNA. To further evaluate our TRAP-seq results, a gene ontology analysis of the transcripts identified to be enriched in brain or kidney endothelial cells was performed. 

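The input of the gene ontology analysis, as Supplementary Tables S4 to S7 describe it, was the set of transcripts with an adjusted p under 0.001, a fold change over 4 and an RPKM over 1 in each comparison. By these thresholds, 858 transcripts were selected in brain EC against the brain translatome and 905 against the transcriptome, and 363 and 459 in kidney EC against the kidney translatome and transcriptome. A minimum of 5 RPKM in the reference would reduce the transcriptome-filtered sets to 414 and 285, the largest change of any alternative. The gene ontology terms themselves need the DAVID database, which is not available here, so their enrichment was not recomputed.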

This analysis revealed that terms such as ‘blood vessel development’ and ‘angiogenesis’ were strongly enriched (Supplementary Figure S14 and Supplementary Tables S4–S7). In conclusion, TRAP-sequencing is a convenient and highly efficient technology for *in vivo* profiling of rare cell populations, such as endothelial cells, that are hard to purify.

**Table 1.** Molecular profiling of brain endothelial cells using FACS, TU tagging or TRAP

Comparison of profiling techniques				
(Fold enrichment in endothelial cells)				
Genes	TRAP	TU tagging		FACS
	E14.5	E15.5	P6	P60–70
*Cdh5*	24.7	4.7	2.8	28.7
*Cd34*	33.9	5.9	1.8	13.7
*Egfl7*	22.1	1.0	3.1	29.9
*Emcn*	31.2	4.6	3.3	20.4
*Esam*	25.8	1.8	3.5	13.8
*Ets1*	20.1	2.4	4.7	37.0
*Flt1*	18.4	3.5	5.2	40.8
*Kdr*	15.4	1.8	5.6	27.1
*Nos3*	18.9	2.1	3.4	14.4
*Pecam1*	30.0	3.9	3.3	21.9
*Tek*	21.4	3.4	3.6	25.9
*Tie1*	32.3	2.6	1.4	32.0
*Thsd1*	21.3	1.5	4.4	12.9

Thirteen genes previously identified as enriched in brain endothelial cells using FACS or TU tagging. The values indicated are the fold changes and are calculated as average RPKM of brain EC RNA/average RPKM of brain transcriptome (TRAP); average RPM of TU-tagged RNA/average RPM of total RNA (TU tagging); expression value for CNS endothelial cells/expression value for CNS parenchyma for the probe set with the strongest enrichment (FACS). Note that TRAP compares favorably with FACS, while TU tagging identifies fewer transcripts with much weaker fold enrichments.

### TRAP to study organ-specific endothelial cell differentiation

To properly serve the needs of distinct organs, the endothelial cells that line the blood vessels display striking molecular, morphological and functional heterogeneity (31–33). Thus, the fenestrated endothelium of the kidney allows efficient filtration of the blood. In contrast, the brain endothelium forms a tight barrier, the blood–brain barrier, to limit passive diffusion of solutes from the blood, and thus protects the sensitive neural cells. The molecular mechanisms regulating organ-specific endothelial cell development are still poorly understood, partly due to the difficulties in accessing the cells for profiling experiments. Therefore, we wanted to ascertain whether TRAP could reliably be used for comparative translatome studies of distinct endothelial cell populations.

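For this comparison, the 3 brain EC and the 3 kidney EC libraries, with 53530594 to 62482261 and 33237550 to 45166528 counted reads, were tested against each other with edgeR over 19238 genes. A transcript was selected when its mean RPKM was at least 5 in the enriched endothelial cells, its fold change between the organs was over 4 and its fold change against its own organ reference was over 2, each at an adjusted p under 0.001. The embryos behind the brain and kidney EC samples of the same number are not known to be the same. The libraries of the same number were more alike, with a mean r across genes of 0.319 against -0.155 for different numbers, so shared embryos cannot be ruled out. With the replicate number as a block, the lists hold 205 (translatome) and 207 (transcriptome) transcripts for brain EC, against 203 and 204 without it. The brain and kidney EC libraries were sequenced in separate runs, so the organ and the run cannot be told apart.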

We compared the translational profiles of brain and kidney endothelial cells, focusing on transcripts with a minimum RPKM of 5 exhibiting at least 4-fold higher expression levels in one of the organs (Figure 6 and Supplementary Figure S15). We identified enriched transcripts using either the established brain/kidney transcriptomes or translatomes (Figure 6A–C and Supplementary Figure S15A–C), starting by requiring a fold change higher than two. This analysis identified 199 (translatome) or 202 (transcriptome) transcripts enriched in brain versus kidney endothelial cells, and 80 (translatome) or 84 (transcriptome) transcripts in kidney versus brain endothelial cells (Figure 6D and Supplementary Figure S15D and Supplementary Tables S8 and S9). 

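In the re-analysed counts, 203 transcripts filtered with the translatome and 204 filtered with the transcriptome were enriched in brain EC against kidney EC. For kidney EC against brain EC the numbers were 83 and 87. Both filters together selected 214 transcripts in brain EC, including all 212 of Supplementary Table S8, and 90 in kidney EC, including all 87 of Supplementary Table S9. Using fold changes from mean RPKM moved the brain EC numbers most, to 186 and 182, and total counts without TMM normalization moved the kidney EC numbers most, to 69 and 75. The genes with the largest fold changes between the organs were neural ones, led by Myt1l (NM_001093778; GRCm38 chromosome 12, 29528384 to 29923213) with 577.65 ± 196.57 RPKM (SD, n = 3) in brain EC and 0.02 ± 0.01 (SD, n = 3) in kidney EC, a log2 fold change of 14.77 (standard error 0.41, adjusted p = 3.8e-10). Neurod2, Neurod6 and Zic4 were also among the largest, with log2 fold changes of 14.53, 14.21 and 13.58, and close to no reads in kidney EC, where the fold change has no firm upper bound. A large difference between the organs alone does not mark endothelial enrichment. Neurod6 was depleted in brain EC against the brain translatome (log2 fold change -2.98, standard error 0.17, adjusted p = 4.2e-09).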

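Of the 204 brain EC transcripts selected with the transcriptome, 11 were not selected with the translatome, and 10 of the 203 selected with the translatome were not selected with the transcriptome. In kidney EC, 7 of 87 were selected with the transcriptome only and 3 with the translatome only. In the 12 fits that each left out one replicate, the number selected with the transcriptome only ranged from 9 to 16 in brain EC and from 5 to 12 in kidney EC.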

Thirteen of the 202 transcripts identified by filtering with transcribed RNA were not identified when filtering with translated RNA. 

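Raising the fold change against the transcriptome from 2 to 4 left 160 of the 204 brain EC transcripts, of which 1 was not in the translatome-filtered list. At an intermediate log2 fold change of 1.4, the list held 182 transcripts with 4 outside the translatome-filtered list. In kidney EC, 60 of 87 transcripts were left, all of them in the translatome-filtered list. These are counts of a few transcripts, and with a sample left out the number outside the list ranged from 0 to 4 in both organs. The paper concludes from the drop that a higher threshold makes the transcriptome filter more specific.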

Further increasing the required fold change compared with transcribed RNA to four noticeably increases the specificity (Figure 6E–G and Supplementary Figure S15E–G). This demonstrates the applicability of TRAP-sequencing to studies of organ-specific endothelial cell differentiation using the organ transcriptome to identify cell type–specific transcripts.

**Figure 6.**
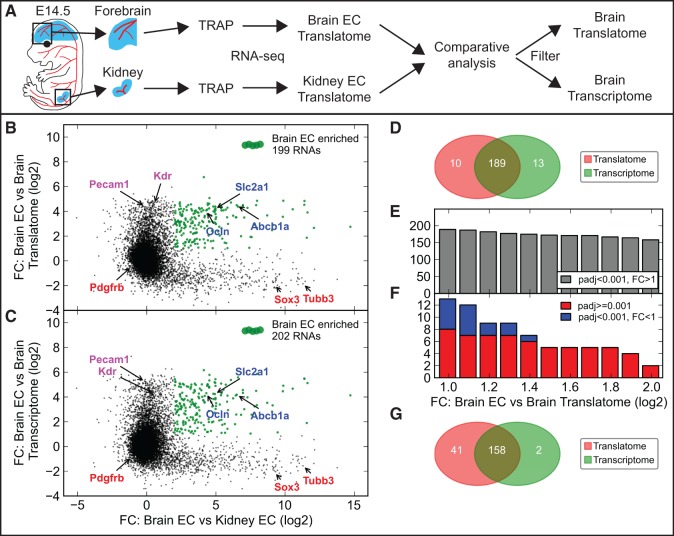
Validation of the applicability of TRAP-seq to study organ-specific brain endothelial cell differentiation. (**A**) Schematic of the experimental procedure to compare the molecular profile of brain and kidney endothelial cells. Red color shows tissues expressing the mCherry-Rpl10a fusion protein. (**B** and **C**) Scatter plots of the fold change (FC) between immunoprecipitated endothelial cell (EC) RNA from E14.5 *Cdh5CreERT2+/−;R26-mCherry-Rpl10a+/−* forebrains and kidneys versus the FC between brain EC RNA and translated (B) or transcribed (**C**) RNA from E14.5 *Sox2Cre+/−;R26-mCherry-Rpl10a+/−* forebrains. RNAs that are at least 2-fold enriched versus the brain translatome (B) or transcriptome (**C**), and 4-fold enriched in brain versus kidney EC are indicated with green dots (*n* = 199 in B, *n* = 202 in C). General EC markers (magenta), pericyte and neural markers (red), and three well-known brain-enriched EC markers (blue) are indicated. (**D**) Venn diagram comparing the RNAs identified as brain EC markers from the analyses in (B and C). 13 transcripts were predicted to be brain EC enriched by the transcriptome, but not the translatome, analysis. (**E** and **F**) A gradually increasing FC threshold (brain EC versus brain transcriptome) was applied to the set of RNAs predicted to be brain EC enriched by the transcriptome comparison, and the number of RNAs that were (gray in E) or were not (red and blue in F) enriched also in the translatome comparison were quantified. (**G**) A Venn diagram showing that with a FC threshold >4, the number of transcripts identified as brain enriched after transcriptome filtering have dropped from 202 to 160, but only two of these were not identified by the translatome comparison.

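The general endothelial markers Pecam1 and Kdr were expressed at similar levels in both organs. Pecam1 had 352.95 ± 16.60 RPKM (SD, n = 3) in brain EC and 392.29 ± 21.53 (SD, n = 3) in kidney EC (log2 fold change -0.11, standard error 0.08, adjusted p = 0.25), and Kdr had a log2 fold change of 0.54 (standard error 0.07, adjusted p = 8.1e-05), well below 4-fold. Slc2a1 (NM_011400; GRCm38 chromosome 4, 119108711 to 119137983) had 721.76 ± 28.90 RPKM in brain EC and 24.55 ± 0.63 in kidney EC (log2 fold change 4.92, standard error 0.08, adjusted p = 2.3e-11). Abcb1a (NM_011076; chromosome 5, 8660077 to 8748575) and Ocln (NM_008756; chromosome 13, 100496507 to 100552718) had log2 fold changes of 6.50 (standard error 0.13, adjusted p = 5.8e-11) and 4.31 (standard error 0.11, adjusted p = 1.8e-10) between the organs. All 3 were also enriched against the brain translatome, with log2 fold changes of 4.18, 4.51 and 4.09 for Slc2a1, Abcb1a and Ocln. The pericyte gene Pdgfrb was lower in brain EC than in the brain translatome (log2 fold change -0.44, standard error 0.09, adjusted p = 5.9e-04) and lower than in kidney EC (log2 fold change -1.07, standard error 0.11, adjusted p = 9.3e-06). Rgs5 was also depleted against the brain translatome (log2 fold change -1.89, standard error 0.13, adjusted p = 3.9e-08), whereas Cspg4, also a pericyte gene, was enriched in brain EC (log2 fold change 2.58, standard error 0.10, adjusted p = 7.5e-11) and in kidney EC (log2 fold change 1.99, standard error 0.11, adjusted p = 8.6e-08) against the translatome of the organ, so pericyte genes as a group were not uniformly depleted. The neural genes Sox3 and Tubb3 were far higher in brain EC than in kidney EC, with log2 fold changes of 8.99 and 11.23, but depleted against the brain translatome by log2 fold changes of -1.92 and -1.85. Chd5, also a neural gene, was higher than in kidney EC (log2 fold change 6.91). It was not detectably depleted against the brain translatome (log2 fold change -0.15, standard error 0.07, adjusted p = 0.071). For Pecam1, one fit of all 21 samples gave a log2 fold change of 0.0091, the only change of sign among those of these genes that Figure 6 of the paper names.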

## CONCLUSION

Our floxed mCherryTRAP mouse line provides scientists in diverse research areas with a versatile tool for Cre-dependent translational profiling of distinct cell lineages from intact tissues. As whole tissues, or even organs, are used as input for TRAP, it is a convenient method for *in vivo* profiling of rare cell types that are hard to purify by, for example, microdissection or cell sorting. Our study has important implications for the design of TRAP experiments that aim to define molecular profiles for specific cell populations. We show that it is essential to consider the abundance of the cell type in the tissue/organ. For rare cell populations, using the transcriptome, or translatome, of the entire tissue/organ as filters to identify those transcripts enriched in the specific cell type results in similar transcript lists. However, for more abundant cell populations, it appears necessary to use the translatome. Our finding was further supported by gene expression data from the Eurexpress database. Unfortunately, this approach requires the use of two Cre driver lines: one cell lineage specific, and one for achieving recombination in all cells.

The need for different filtration methods can be understood by considering the large number of transcripts that exhibited fold change differences of up to four between the organ transcriptomes and translatomes. While the maximum fold change values are higher than four for transcripts in the more rare endothelial cell populations, they are only around two for the transcripts in the more abundant Emx1 cell lineage in the forebrain. The differences observed between the trancriptomes and translatomes may entirely, or partly, reflect translational regulation due to, for example, uncoupling of transcription and translation in the highly proliferative cells of the embryo. In adults, who mostly consist of postmitotic cells, the correlation between transcribed and translated transcripts may be higher. However, we cannot completely rule out that the differences observed between our transcriptome and translatome data, at least partly, are caused by biases inherent in the method. For example, the activity of the CAGGS enhancer/promoter may differ between cell states or cell types, thus resulting in different levels of mCherry-Rpl10a fusion protein. Alternatively, if the endogenous levels of Rpl10a vary between cell types, different levels of the mCherry-Rpl10a fusion protein may be required to outcompete it and label the same percentage of ribosomes. While it is clear from our analysis that TRAP can be used to identify known noncoding transcripts, it remains to be firmly established what percentage of the other differentially expressed transcripts identified in our work truly are translationally regulated. To fully resolve this question, a comparison of the organs’ transcriptomes and translatomes using alternative techniques, such as polysome fractionation or ribosome profiling, and a careful analysis of the biases of the respective techniques will be necessary. However, even in the unlikely case that the differences between our transcriptome and translatome data sets are mainly caused by biases inherent in the TRAP methodology, our finding that the abundance of the cell type is an important consideration when designing molecular profiling experiments remains valid.

Finally, our TRAP-seq data sets provide interesting opportunities for future studies. For example, are the multiple RefSeq noncoding transcripts identified as enriched in the translatome actually coding mRNAs? How is translation regulated during brain and kidney development? Can different transcription factor codes be defined for the brain and kidney endothelial cells, and can these transcription factors be used to reprogram other cells types into brain and kidney endothelial fates?

## ACCESSION NUMBERS

The reported RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE51619 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51619).

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

Wenner-Gren Stiftelserna, postdoctoral fellowship (to M.H.); Wenner-Gren Fellows (to J.M.S.); Cancerfonden [CAN 2010/679]. Funding for open access charge: Ludwig Institute for Cancer Research Ltd.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Evaluation of TRAP-sequencing technology with a versatile conditional mouse model
**Source:** Nucleic Acids Res. 2013 Oct 26;42(2):e14. doi: 10.1093/nar/gkt995
**Supplement:** Supplementary Data

Evaluation of TRAP-sequencing technology with a versatile conditional mouse model — Evaluation of TRAP-sequencing technology with a versatile conditional mouse model — Supplementary Data 

# Evaluation of TRAP-sequencing technology with a versatile conditional mouse model

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - xls file

How the deposited data were processed for this re-analysis (not part of the article)

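RNA sequencing of E14.5 mouse forebrain and kidney was analysed in 21 samples of 7 groups with 3 replicates each: total RNA (transcriptome) and ribosome-bound RNA (translatome) of both organs with the Sox2Cre driver, and ribosome-bound RNA of brain endothelial cells, kidney endothelial cells and the Emx1-lineage. Conditions, replicate numbers, pooled organs, tissue samples and sequencing runs were taken from the sample records and from Supplementary Table S1 before any value was read, and no sample was left out.

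The deposited count of each gene is the number of reads on it, without normalization: the authors mapped the reads with RUM to the GRCm38 genome and counted them with the rpkmforgenes program on the UCSC refGene annotation. The RPKM values are those the authors computed with the same program from these reads; the ratio of the 2 values between samples follows the reads on mRNA rows, so the scaling appears to be by mRNA reads. Each file has 23827 rows, of which 392 repeat a symbol and accession and were kept as they are. Rows with an mRNA accession (20917) were called mRNAs and rows with only noncoding accessions (2910) noncoding; 811 of the latter have symbols of microRNAs, small nucleolar RNAs or small Cajal body RNAs. Gene coordinates and later gene types come from GENCODE vM21 on GRCm38.

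Total counts per sample ranged from 21760652 to 79231692 reads, with a median of 43190754. By group they were lowest in the kidney translatome (21760652 to 24605124). Between 79.4% and 91.9% of the mapped reads were counted on genes, and the amount of RNA that went into a library ranged from 87 to 1050 ng. The precision this depth gives is stated as the SD of 3 replicates for RPKM values and as a standard error for log2 fold changes.

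Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest) in 9 pairwise comparisons of 3 samples with 3, each fitted on its 6 samples, over the genes with at least 1 count. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.001 for lists and 0.05 for the share of changed transcripts over 5 RPKM. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. A transcript was called enriched in a cell type at a log2 fold change above 0 and a mean RPKM over 1 in the organ reference, and fold changes over 2 or 4 are edgeR's. The lists for brain against kidney endothelial cells required a mean RPKM of at least 5, a fold change over 4 between organs and over 2 against the organ reference. The difference between the organs in the translatome to transcriptome fold change was tested as an interaction in a fit of 12 samples. Transcript lengths were derived from the ratio of count to RPKM. Correlations, Wilson confidence intervals and Fisher's exact tests were computed with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

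The named genes were chosen by a rule set before the files were read: every gene the paper names in its results, Table 1 or the panels of Figures 2B, 5 and 6, and Rpl10a; per comparison, the 5 largest positive log2 fold changes among genes past the threshold with a mean RPKM of at least 5 and every tested sample above every reference sample; and the 5 enriched noncoding genes with the highest translatome RPKM. Not all of these are printed.

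The test was checked on simulated data with 200 changed genes. In a data set built like the brain translatome and transcriptome, edgeR found 199 of them with 6 false calls among 19246 unchanged genes. In one built like the Emx1-lineage and the brain translatome, it found 199 with 14 false calls among 18806. DESeq2 found 197 and 196 with 2 and 1 false calls, so edgeR made more false calls in both. Set against its 199 true calls, edgeR's 6 and 14 false calls are more than an adjusted p under 0.001 allows on average. Its adjusted p was thus too small in these simulations, and its lists may hold more false calls than the threshold states. The simulated data had 200 changed genes, whereas 7221 of 19446 transcripts differed between the real brain translatome and transcriptome. The recovery therefore does not show how the test and the normalization perform when so large a share of genes changes. It was not separated by size of change or by read count, so it does not cover small changes or weakly read genes. The alternatives were DESeq2 1.42.0, relative log expression size factors, total counts without composition factors, at least 10 counts in 3 samples, the replicate number as a block, a single fit of all 21 samples, other RPKM minimums, fold changes from mean RPKM, a pseudocount of 0.1 in place of 1, and each replicate left out in turn; their effect is given in the closing section. In the fit of the kidney translatome and transcriptome with the replicate block (4636 transcripts enriched), the prior degrees of freedom were infinite, so each gene's dispersion was set to the trend.

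Gene body coverage, mapping, the DAVID gene ontology terms, the in situ atlas and the TU tagging and FACS data of Table 1 were not recomputed, since they need data that are not in the files analysed here.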

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

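Of 20108 genes tested, 1301 had a translatome to transcriptome fold change that differed between brain and kidney at an adjusted p under 0.001, a difference between groups tested as an interaction (472 higher in brain, 829 higher in kidney, median absolute log2 difference 0.6, 31 over 4-fold). In 577 the change had opposite signs, and in 54 of these it was significant in each organ. In the 30 splits of the samples drawn, 1 (the real one) gave as many genes. The splits shuffled organ and type of RNA together, and the others gave at most 0 genes. They therefore cannot show whether the difference between the organs itself is real. A difference in sequencing depth would predict few genes once depth is equal, but with all 12 libraries thinned to the smallest total 1135 remained. Length bias that differs between the organs is left open: the correlation of the difference with log10 transcript length was -0.43, between the limits set beforehand. A difference between sequencing runs is also left open, since kidney translatome replicate 3, sequenced apart from replicates 1 and 2, gave a correlation of 0.05 with the brain fold change, which decides neither way. A biological difference in translation between the organs may contribute, but the pattern cannot be told apart from these technical explanations.

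Xist, a gene the paper does not discuss, had 134.8 RPKM in brain transcriptome replicate 1, and 134.8 to 199.3 in the transcriptome libraries of the 3 tissue samples without Y-linked reads, against at most 0.46 in those of the 3 others. The paired translatome libraries of the same tissue samples had 1.05 to 6.57, lower by 30.3- to 128.1-fold. Tissue pools of different sex may explain the difference among replicates: in 6 of 6 tissue samples both libraries had, or both lacked, Y-linked reads. A mislabelled sample would predict tissue samples whose libraries differ, and there were 0. That count is the complement of the 6 of 6, and it could not show a swap between tissue samples of the same sex. Both predictions about sex were written after the values were seen. No biological explanation for sex beyond this was tested.

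Brain translatome replicate 2 has Y-linked reads and yet 0.36 RPKM of Xist, above the smallest value the depth can show. It shared a run with brain transcriptome replicate 1, and reads assigned to the wrong library of a shared run are a candidate explanation. For 26 brain genes, the kidney translatome libraries that shared a run with brain libraries had 0.159% and 0.306% of the brain RPKM, against 0.014% in the one that did not, and the lower of these shares was 11.1 times the unshared one. That prediction was written before the test and left out Myt1l and Xist. With 3 libraries the comparison is descriptive. Higher Xist values were found in libraries with Y-linked reads whose runs held no analysed library without them. They were 0.55 and 0.61 RPKM in brain EC replicates 1 and 3, 0.5 in Emx1-lineage replicate 1, and 3.89 and 2.93 in kidney EC replicates 1 and 3. The remaining libraries of these runs had at most 0.06. Reads from an analysed library of the same run without Y-linked reads cannot explain these higher values. The summed RPKM of the Y-linked genes was lower in these libraries than in the remaining ones of their group. In brain EC it was 23.94 and 33.32 against 41.93, and in kidney EC 23.56 and 31.51 against 45.74. In the Emx1-lineage it was 15.26 against 33.99 and 34.58. Pools that hold embryos of both sexes were not tested as the explanation.

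In the Emx1-lineage, Rpl29 had a mean of 50.3 RPKM, Rps18 46.5 and Hmgn2 34.8, against 0.27, 0.58 and 2.84 in the brain translatome, a signal in genes the paper does not discuss in its text. In each, every Emx1-lineage sample lay above every one of the other samples. Reads shared with near-identical copies of the gene may explain it: of 8 genes this far above both brain references, 6 had a transcript of another gene with at least 95% identity over at least 50% of their length, against 6 of 200 (3.0%) genes drawn at random (Fisher's exact p = 2.3e-07). The pattern had been seen when this prediction was written. The mouse strain and the sequencing run could not be separated from the cell type, and no biological explanation was tested.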

How the results depend on the processing

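Of the 1656 values of named genes under an alternative, 1640 kept their direction and side of the threshold, 11 were weaker, 2 stronger and 3 reversed; among the counts and other values, 475 of 543 for the cell types, 211 of 228 for brain against kidney endothelial cells, 165 of 202 for translatome against transcriptome, 12 of 15 for the organ difference and 77 of 128 others stayed within the set limits. The reversed values are near 0: the log2 fold change of Pecam1 between brain and kidney endothelial cells was 0.009056 in a single fit of all 21 samples, that of Atpif1 in the Emx1-lineage against the translatome ran from -0.1088 to 0.01884 across the fits that left out one replicate, and that of Rpl10a in brain from -0.09748 to 0.1342.

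The replicate block removes differences between tissue samples. With it, kidney transcripts enriched in the translatome rose to 4636 and depleted ones to 4860, and enriched noncoding ones to 160 in brain and 150 in kidney. The share over 5 RPKM rose to 81.05% in brain and 84.67% in kidney. In brain, mRNAs within 4-fold rose to 97.04%. The genes that differ between organs rose to 3445. In the kidney fit each gene's dispersion was set to the trend, so its rises cannot be put down to pairing alone. In unpaired groups the block gave 322 Emx1-lineage transcripts against the translatome only, 133 depleted ones there and 52 in kidney endothelial cells. It also gave 2 brain and 1 kidney endothelial transcripts over 4-fold outside the translatome-filtered list.

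A single fit of all 21 samples shares one dispersion among unlike groups. It gave shares over 5 RPKM of 74.88% in brain and 72.54% in kidney, 97.61% of kidney mRNAs within 4-fold, depleted transcripts of 341 (brain endothelial), 239 (kidney endothelial) and 118 (Emx1-lineage), 668 Emx1-lineage transcripts in both comparisons, 10 over 4-fold with 2 not in the list, 1 such transcript in kidney endothelial cells and 0 in brain against kidney endothelial cells.

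DESeq2 gave 2586 genes that differ between organs, 97.07% of brain mRNAs within 4-fold, a kidney share over 5 RPKM of 74.33%, depleted transcripts of 339 (brain endothelial), 220 (kidney endothelial) and 346 (Emx1-lineage), 2 kidney endothelial transcripts over 4-fold not in the list, and 2 in brain against kidney endothelial cells.

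Total counts leave out the correction for composition, which matters most where few genes take many reads. They gave 699 brain and 750 kidney endothelial transcripts not significant against the translatome, and in kidney endothelial cells 1077 in both comparisons, 915 against the transcriptome only, 305 against the translatome only, 671 and 798 over 2-fold against translatome and transcriptome, and 1 over 4-fold not in the list. In the Emx1-lineage they gave 635 in both comparisons, 612 over 2-fold against the transcriptome and 9 over 4-fold with 1 not in the list, and in kidney against brain endothelial cells 11 with the transcriptome only and 1 over 4-fold outside the list. Fold changes from mean RPKM, which also lack that correction, gave 598 Emx1-lineage transcripts over 2-fold against the transcriptome and 9 over 4-fold with 1 not in the list, 812 kidney endothelial ones over 2-fold against the transcriptome with 1 over 4-fold not in the list, 11 in kidney against brain endothelial cells with the transcriptome only, and 0 in brain against kidney endothelial cells outside the list.

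A minimum of 5 RPKM in the reference drops weakly expressed transcripts and left 1101 and 1392 brain endothelial ones over 2-fold against translatome and transcriptome, 414 brain and 285 kidney endothelial ones over 4-fold, 36 Emx1-lineage ones over 2-fold against the translatome and 11 over 4-fold, with 5 not in the list. A minimum of 1 RPKM in the profiled cell type admits transcripts rare in the reference: 38 Emx1-lineage transcripts over 4-fold with 14 not in the list, and 8 brain and 20 kidney endothelial ones not in the list. The definition of that last number was settled after values with and without an RPKM minimum in the translatome comparison had been seen; without it, an alternative chosen after seeing the data, brain endothelial cells had 0.

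The filter on 10 counts in 3 samples removes poorly read genes: 388 Emx1-lineage transcripts against the translatome only, a kidney share over 5 RPKM of 76.33%, 1 kidney against brain endothelial transcript outside the list, and length correlations of -0.1983 in brain and -0.05258 in kidney. Over genes above 5 RPKM these were -0.2858 and -0.0596, and, all chosen after seeing the data, -0.3756 and -0.203 over genes read in every sample, -0.4552 and -0.3003 over mRNA rows and -0.4781 and -0.2924 as Spearman's rho; each leaves out or down-weights the short noncoding RNAs. The replicate correlation was 0.9958 with a pseudocount of 0.1 and 0.9927 over genes above 1 RPKM, and the median ratio of Table 1 was 29.76 from edgeR's fold changes and 19.46 with the translatome as reference.

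Across the fits that each left out one replicate, shares over 5 RPKM ran from 73.29% to 75.9% in brain and 70.72% to 74.11% in kidney, enriched noncoding transcripts in brain from 61 to 97, depleted small RNAs in kidney from 37 to 48, depleted transcripts from 131 to 215 (brain endothelial), 31 to 80 (kidney endothelial) and 107 to 212 (Emx1-lineage), transcripts against the translatome only from 379 to 984 (kidney endothelial) and 349 to 642 (Emx1-lineage), Emx1-lineage transcripts in both comparisons from 710 to 1082, those over 4-fold not in the list from 2 to 12 (kidney endothelial) and 5 to 10 (Emx1-lineage), kidney against brain endothelial transcripts with the transcriptome only from 5 to 12, those over 4-fold outside the list from 0 to 4 in both organs, and, chosen after seeing the data, the Table 1 median from 20.93 to 24.62 and the genes that differ between organs from 850 to 1248. Fewer samples also mean less power, so most of these lie below the full value. The depth, down to 21760652 reads, limits the small RNAs and the transcripts below 1 RPKM most.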

Differences from the paper's values

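Of the brain endothelial transcripts enriched against kidney endothelial cells and over 4-fold against the transcriptome, 1 was outside the translatome-filtered list. The paper's count was about 2 as read by eye in Fig. 6G, and the caption of that figure states it as exactly 2. With DESeq2 and with the replicate block, 2 were outside the list. Relative log expression size factors, total counts and the filter on 10 counts gave 1, and fold changes from mean RPKM and the single fit of all 21 samples gave 0. Leaving out each replicate in turn gave 0 to 4.

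The paper describes hardly any transcripts of the Emx1-lineage beyond 2-fold (Figure 4B and C), whereas 55 were above it against the translatome and 981 against the transcriptome. No setting brought the second number under 598.

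The paper reports short transcripts as enriched in both translatomes, whereas over all genes the kidney correlation with log10 transcript length was positive, at 0.0567. It was negative over genes above 5 RPKM (-0.0596) and with 10 counts in 3 samples (-0.05258), both set before the files arrived, and over genes read in every sample (-0.203), over mRNA rows (-0.3003) and as Spearman's rho (-0.2924), all chosen after seeing the values. Compared tissue sample by tissue sample on the genes read in both libraries, it was also negative (-0.1414, -0.1679 and -0.1138). With the replicate block over all genes it stayed positive, at 0.0566. Leaving out genes without a read in some samples, noncoding rows or genes up to 5 RPKM each turned the sign. The correlation over the 529 noncoding rows alone was 0.5363, against -0.3003 over the 12353 mRNA rows (0.4712 and -0.4552 in brain). The positive kidney value over all genes thus came with the noncoding rows. Within them, genes without a read in some samples and genes up to 5 RPKM were not separated.

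The paper's Figure 5 shows the 6 highest expressed transcripts of each list. Fezf2 came 6th against the translatome here, with a log2 fold change of 1.007, and D0H4S114 came 3rd against the transcriptome, with 1.01; neither is shown in the figure. Both lie just above the 2-fold threshold.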

Other observations

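The values in this section and in the parts above come from choices of test, threshold and alternative made before the processed files were read, except where a choice is said to have come later.

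A translatome to transcriptome difference shared by the tissues was tested as the explanation of the transcripts enriched in brain endothelial cells against the transcriptome only. Of the 1397, 894 (64.0%) were also enriched in the kidney translatome over the kidney transcriptome, against 797 of the 2896 (27.5%) enriched by both comparisons (Fisher's exact p = 1.3e-115). For the Emx1-lineage the numbers were 1883 of 3696 (50.9%) and 207 of 1070 (19.3%, Fisher's exact p = 2.1e-80). The test covered 3696 of the 3699 and 1070 of the 1072 Emx1-lineage transcripts in these lists. Genes are not independent, so these p-values are too small. Enrichment against the transcriptome without enrichment against the translatome selects transcripts that are higher in the brain translatome than in the brain transcriptome, and that fold change correlates with the one in kidney (Pearson's r 0.879), so higher shares in kidney follow from how the lists were made. The shares therefore do not support this explanation over any other.

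Noncoding transcripts enriched in the translatome were more often listed as protein coding in the later annotation: 15 of 74 (20.3%) against 71 of 1551 (4.6%) in brain (Fisher's exact p = 3.1e-06), and 8 of 41 (19.5%) against 69 of 1489 (4.6%) in kidney (Fisher's exact p = 7.1e-04). Only 69.8% and 71.9% of the enriched transcripts were found in that annotation, below the minimum of 80% set beforehand, so the test decides nothing.

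Ribosomal protein genes are short, and transcript length was tested as the explanation of their place in the translatome. The median log2 fold change of 82 such genes was 0.769 in brain and 0.31 in kidney, below the central 95% of the medians of 10000 draws of genes of like length (0.827 to 1.083 and 0.509 to 0.801), so length alone does not account for these values. Reads shared with processed copies were not separated.

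Red blood cell genes were present in the endothelial libraries. General carry-over of tissue RNA through the purification is left open: the median ratio of brain endothelial to transcriptome RPKM was 0.27 for red blood cell genes and 0.18 for neural genes, a quotient of 1.5. Of the 7 red blood cell genes, Hba-a1 and Hba-a2 had 0 RPKM in every group and give no ratio. Expression of the tagged ribosomal protein in blood cells or their precursors was tested on macrophage and white blood cell genes, predicted to be enriched. Of these, 0 of 6 were enriched against the translatome in both organs, with 2 depleted in brain and 6 in kidney. This bears on those cells only, not on red blood cells. Of the red blood cell genes, however, Alas2 was enriched in brain endothelial cells against the translatome (log2 fold change 1.19, standard error 0.23, adjusted p = 4.3e-04), although depleted against the transcriptome (-2.33, standard error 0.22, adjusted p = 6.9e-07), so expression in red blood cell precursors is left open.

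Neural genes were read in brain endothelial cells, with 289.59 RPKM for Tubb3 and 577.65 ± 196.57 (SD, n = 3) for Myt1l. In kidney endothelial cells these were 0.12 RPKM for Tubb3 and 0.02 for Myt1l, but Stmn2 had 11.1 RPKM there and was enriched against the kidney translatome (log2 fold change 2.05, standard error 0.13, adjusted p = 2.8e-07), and Dcx had 1.65 RPKM.

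For the translatome against the transcriptome of one organ, 3 samples against 3 make 10 splits. Each count or percent of transcripts was reached in 1 of the 10 splits, the real one, which is the smallest share this design can give. The percent of mRNAs within 4-fold had no value in the other 9 splits, where no mRNA differed, so for it the splits decide nothing. The correlation with transcript length was as large in 10 of the 10 splits in brain and in 5 of the 10 in kidney, so its size over all genes is no larger than other groupings give. In the comparisons of cell types with their references, 30 splits were drawn, and the real one alone gave as large a result (1 of the 30) except as follows. As many brain endothelial transcripts against the translatome only came up in 2 of the 30 splits; the other split, with 1349, kept the endothelial libraries together in one of the reference groups, so it follows their sequencing run, and the run and the cell type cannot be told apart. The number of kidney endothelial transcripts over 4-fold and not in the translatome-filtered list was as large in 3 of the 30 splits, the largest with 21 and the endothelial libraries kept together. Both numbers of Emx1-lineage transcripts over 4-fold were as large in 2 of the 30, the other split with 40 keeping the Emx1-lineage libraries together, again along the run. For brain against kidney endothelial cells, each number was as large in 1 of the 30 splits, except the kidney count of 0 outside the translatome-filtered list, which any of the 30 splits reaches by design.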
